# Determination of Electroacupuncture Effects on circRNAs in Plasma Exosomes in Diabetic Mice: An RNA-Sequencing Approach

**DOI:** 10.1155/2019/7543049

**Published:** 2019-09-24

**Authors:** Yin Shou, Li Hu, Weibo Zhang, Yuan Gao, Ping Xu, Bimeng Zhang

## Abstract

circRNAs are involved in diabetes mellitus pathogenesis. Electroacupuncture (EA) is an effective therapeutic strategy for diabetes mellitus. However, whether the mechanism of action of EA on diabetes mellitus is related to altered circRNAs is unclear. The aim of this study was to reveal the effect of EA on circRNA expression in plasma exosomes and the underlying signaling pathway in mice with type 2 diabetes mellitus (T2DM). In total, 10 mice were randomly categorized into a normal group and 20 mice were used for the T2DM model preparation and randomly divided into the model and model + EA groups. Mice in the model + EA group were administered EA treatment. Changes in the fasting blood glucose (FBG) level and islet structure were evaluated. Plasma exosomes were subjected to RNA sequencing, and then bioinformatics analysis and real-time quantitative PCR (qPCR) verification were performed. EA treatment reduced the FBG level, preserved the islet structure, and reduced the islet *β* cell apoptotic rate in T2DM mice. After EA treatment, 165 differentially expressed circRNAs were found. GO and KEGG analyses revealed that thyroid hormone signaling was actively regulated by EA. circRNA/miRNA interaction analysis revealed mmu-mir-7092-3p to be closely associated with circINPP4B, suggesting that the phosphatidylinositol signaling pathway may be affected by EA. qPCR confirmed that 12 circRNAs had significant differences. These findings suggested that EA intervention can significantly protect islet function and improve the FBG level in T2DM, possibly via regulation of thyroid hormone and phosphatidylinositol signaling.

## 1. Introduction

Diabetes mellitus is a chronic endocrine disorder caused by lifestyle changes or inadequate insulin secretion due to hereditary factors, islet dysfunction, or development of insulin resistance. It often has some serious complications such as diabetic nephropathy, diabetic ophthalmopathy, and pathological changes in the cardiovascular system and can endanger human life and health [1]. The International Diabetes Federation estimated that there were 451 million diabetic patients worldwide in 2017 and if no measures are taken, the number will increase to 642 million by 2040 [2]. At present, treatment of T2DM includes self-management, weight loss, dietary adjustment, exercise, and medicine. Drug therapy is effective but has many side effects [3–6]. Because of its tolerable and unstable efficacy, it is difficult to determine their optimum doses for maintaining healthy blood sugar levels and weight [7–9].

Electroacupuncture (EA) is an integral part of traditional Chinese medicine and has been used to treat human illnesses for at least the past 3000 years. Acupuncture is reported to promote weight loss [10, 11]. In a statement issued by the American Diabetes Association (ADA) in 2005, acupuncture therapy was suggested to be effective for neuralgia at any stage of type 2 diabetes [12, 13]. In a single-blind experiment, acupuncture was found to significantly alleviate diabetic gastroparesis [14]. Acupuncture is also effective in treating diabetes mellitus with myasthenia gravis [15] and that with lower extremity arterial disease [16]. Recent experimental studies have shown that acupuncture can treat T2DM by regulating insulin resistance, improving islet beta cell function, and alleviating endothelial dysfunction [17, 18], which may involve AMPK and P13K/Akt mTORC1 signaling [19–21].

Exosomes, extracellular nanovesicles (30–150 nm) of endocytic origin, have been found to transport many biological molecules such as DNA fragments, circRNAs, and micro(mi)RNAs to promote intercellular communication and have also been shown to regulate many pathophysiological processes including immune response, inflammation, and infection [22]. Among these biological molecules transported by exosomes, the role of circRNAs, which are noncoding RNAs that function as miRNA “sponges” in various diseases, in diabetes mellitus has gradually attracted scientists' attention in recent years. A previous study showed that 529 circRNAs were aberrantly expressed in diabetic retinopathy and were involved in diabetic retina pathogenesis [23]. Another study revealed that circHIPK3 played a role in diabetic retinopathy by blocking miR-30a function, causing increased endothelial proliferation and vascular dysfunction [24]. Additionally, it was reported that 247 circRNAs were dysregulated in T2DM patients with depression [25]. Recently, it was pointed out that reduced expression of hsa_circ_0056891, hsa_circ_0063425, and hsa_circ_0071336 is an independent predictor of T2DM and increased the risk of T2DM [26]. Although there have been a few reports about relation between circRNAs and diabetes mellitus, whether the mechanism of action of acupuncture on diabetes mellitus is related to altered circRNAs remain unexplored.

In this study, for the first time, we investigated the effects of EA on circRNA expression in plasma exosomes and the signaling pathway of T2DM *in vivo*. Our results may provide new insights for elucidating the mechanism of EA in treating diabetes mellitus.

## 2. Materials and Methods

### 2.1. Experimental Animals

In total, 30 male C57BL/6 mice weighing 18 ± 2 g were obtained from the Animal Laboratory Center, First People's Hospital Affiliated to Shanghai Jiaotong University. All mice were maintained in the Animal Laboratory Center of First People's Hospital Affiliated to Shanghai Jiaotong University in a controlled environment of 25 ± 2°C, relative humidity 55–70%, and 12-h light/dark cycle. The mice were housed 5/cage, with free access to food and water. All experimental methods were approved by the Animal Ethics Committee of the First People's Hospital Affiliated to Shanghai Jiaotong University.

### 2.2. Animal Model

All male C57BL/6 mice were fed with basic forage (purchased from the Animal Breeding Center of Shanghai First People's Hospital) for one week for adaptation. Then, 10 mice were categorized according to their body weight into the normal (N) group (fed with basic forage). The remaining 20 mice were prepared as the T2DM model by feeding with high-forage diets consisting of casein 22.8%, dextrin 17%, DL-methionine 0.2%, minerals 4%, sodium bicarbonate 10.5%, vitamins 1%, heavy tartaric acid choline 0.2%, sucrose 17.5%, soybean oil 2.5%, hydrogenated coconut oil 33.35%, and potassium citrate 0.4%. After 6 weeks, these 20 mice were intraperitoneally injected with 1% streptozotocin (STZ, Sigma-Aldrich) solution (STZ dissolved in sodium citrate buffer) at a dose of 100 mg/kg daily for 7 consecutive days. For one week after the injection, fasting blood glucose (FBG) level and randomized blood glucose level was monitored. The model was considered unsuccessful if the randomized blood glucose level was less than 16.8 mmol/L or if the FBG level was less than 11.1 mmol/L. STZ was then injected at a dose of 150 mg/kg for the second time. The T2DM model mice were randomized into two groups: model group and model + EA group.

### 2.3. EA Intervention

After routine disinfection of acupoints, acupuncture Zusanli and Pishu points were stimulated on the mice in the model + EA group using needles with a diameter of 0.22 mm and length of 13 mm. After insertion of the needles, EA (frequency 2 Hz, intensity 1 mA–3 mA, Intermittent waveform, serial length 30 s, increasing once every 5 minutes, lasting for 15 minutes) was applied on the acupoints by connecting with a low-frequency pulse therapy instrument (G6805-2, Shanghai Medical Device High-tech Company, China), with slight shaking in the local muscle. The intervention was applied once every two days, 3 times a week, for 4 weeks, and 12 times in total.

### 2.4. FBG Measurement

FBG was measured before and after the modelling and after EA intervention for two weeks. After 16 hours of fasting, blood samples were collected from the tail vein of mice and applied to the test strip (lot: 4174080, Johnson & Johnson), with the test strip in the Johnson blood glucose meter. After 5 seconds, blood glucose values were read and recorded. To prevent infection, aureomycin eye ointment (purchased from Huaqing Pharmaceutical Company, Xinxiang, China) was applied to the tail wound on the day after testing.

### 2.5. Preparation of Pancreas Slices

At the end of the experiment, mice were anesthetized by intraperitoneal injection with pentobarbital sodium (60 mg/kg), and the whole blood of mice was extracted quickly with a 1 ml sterile syringe. The pancreas was quickly removed from the mice and washed with normal saline, dried with filter paper, fixed in 4% polyformaldehyde for 24 hours, embedded in paraffin, and sectioned for hematoxylin-eosin staining [27] and for the TDT-mediated dUTP-biotin nick end-labeling (TUNEL) to examine the apoptosis rate in islet beta cells [28]. The tissue and cell structure was observed under an optical microscope, and photographs were taken.

### 2.6. Extraction of Plasma Exosomes

Exosomes from blood plasma were isolated by differential centrifugation. Briefly, blood plasma (1 ml) was diluted with 6 ml PBS and differentially centrifuged at 1900 ×*g* for 10 min, 3000 ×*g* for 15 min, 500 ×*g* for 10 min, and 20000 ×*g* for 20 min at 4°C to eliminate cell debris, followed by centrifugation at 100000 ×*g* for 70 min. The resulting pellet was resuspended in 1 ml PBS, followed by centrifugation at 100000 ×*g* for 70 min at 4°C. The supernatant was removed, and the resulting exosomal pellet was reconstituted in 30 *μ*L of PBS and stored at −80°C.

### 2.7. Western Blotting

Exosomes were further characterized by western blotting. Protein concentration of exosomes was quantified using a BCA protein assay kit (Beyotime, China). The protein samples were separated on an 8% SDS-PAGE gel and transferred to polyvinyl difluoride (PVDF) membranes using a Mini Trans-Blot cell transfer apparatus (Bio-Rad, USA). After blocking with 5% BSA for 1 h, the membranes were washed 3 times (5 min each time) with 1x TBST and probed overnight with antibodies against CD63 (1 : 1000, Abcam), CD9 (1 : 2000, Abcam, USA), TSG101 (1 : 3000, Santa Cruz Biotechnology, USA), and calnexin (1 : 1000, Cell Signaling Technology, USA) at 4°C. The primary antibody was then discarded, and the membrane was washed 3 times (5 min each time) with 1x TBST and incubated with 1 : 2000 diluted secondary antibody at room temperature for 1 h and washed thrice with 1x TBST for 10 min each. The membrane was then covered with enhanced chemiluminescence (BOSTER) substrate and imaged in a gel imaging system (Bio-Rad).

### 2.8. Transmission Electron Microscopy

Transmission electron microscopy was used to visualize the morphological characteristics of exosomes. In total, 3 *μ*L of sample (1 mg/ml) was added onto a 300 mesh Formvar-coated copper grid and was fixed under an infrared lamp for 30 minutes. Samples not adhering to the copper grids were carefully removed with filter paper and then incubated in 2.5% glutaraldehyde phosphate buffer for 15 minutes. After rinsing with PBS and distilled water for 2 times, respectively, the samples were negatively stained with phosphotungstic acid and visualized using a Philips CM120 transmission electron microscope (Philips, Amsterdam, Holland) operated at 80 kV.

### 2.9. Nanoparticle Tracking Analysis

Exosomes were diluted and subjected to nanoparticle-tracking analysis (NTA) using a ZetaView PMX 110 (PMX, Germany) at 15000.00 US/cm conductivity, pH 7.4 electrolyte, and 27.34°C. The particle trajectory was recorded and the concentration and diameter distribution of the sample were output. The exosome concentration of the original solution was obtained according to the dilution.

### 2.10. Exosomal RNA Isolation

For RNA extraction, 20 *μ*L of exosome suspension was mixed with 1 ml Trizol buffer and placed on ice for 5 minutes. Then, 200 *μ*L of chloroform was added and the mixture placed on ice for 15 minutes after vigorous shaking for 30 seconds, followed by centrifugation at 13500 ×*g* for 10 minutes at 4°C. After the upper layer was transferred to a new enzyme-free tube, precooled isopropanol was added to this layer and mixed, and the mixture was kept at room temperature for 10 minutes. After centrifugation of this mixture at 13500 ×*g* for 10 minutes at 4°C, the supernatant was discarded and washed twice with 75% ethanol. The ethanol was then removed and the pellets were air dried for 15 minutes. Finally, 24 *μ*L of RNase-free water was added to the extracted RNA and stored at −80°C. The quantity and quality of the RNA were determined using the NanoDrop ND-1000 (Thermo Fisher Scientific, Waltham, MA, USA) and Agilent Bioanalyzer 2100 (Agilent Technologies, Santa Clara, CA, USA).

### 2.11. RNA Library Preparation and Sequencing

The rRNAs in total RNA were removed using Ribo-Zero rRNA Removal Kits (Illumina, USA). Then, TruSeqStranded Total RNA Library Prep Kit (Illumina, USA) was used to preprocess the RNA and construct the sequencing library. The quantity and quality of the RNA were determined using Agilent Bioanalyzer 2100 (Agilent Technologies, Santa Clara, CA, USA). According to the Illumina sequencing instructions, the 10 pM. library was denatured as a single-stranded DNA molecule, captured in an Illumina flowcell, amplified into clusters *in situ*, and sequenced over 150 cycles on an Illumina HiSeq sequencer using a two-terminal mode. The library was constructed and sequenced by Shanghai Yunxu Biotechnology Co., Ltd.

### 2.12. Annotation of Host Linear Transcripts and Identification of Differentially Expressed circRNAs

After sequencing on the Illumina HiSeq 4000 sequencer, paired-end reads were retrieved. Cut adapt [29] (v1.9.3) software was used to eliminate the low-quality reads and obtain high-quality reads. STAR software (v2.5.1b) [30] was used to compare the high-quality reads to the reference genome/transcriptome, and DCC software (v0.4.4) [31] was used to detect and identify circRNA. The identified circRNA was annotated based on the circBase database [32]. circRNAs with fold changes ≥2.0 or fold change ≤0.5 in expression level in the model + EA group compared with both the normal and model group identified as differentially expressed. Linear transcripts were annotated according to the location of the chromosome where the circRNA sequence was overlapped.

### 2.13. GO and KEGG Pathway Analysis of Linear Transcripts

To analyze the potential functions of linear transcripts, the identified linear transcripts sequences were mapped with Gene Ontology Terms (http://geneontology.org/). GO term matching was performed with blast2go and go2protein. Gene functions were classified into three subgroups, namely, biological process, cellular components, and molecular function. To analyze the statistical significance of GO terms, we employed hypergeometric tests. The top 10 enriched GO terms affected by EA ranked by enrichment score were presented.

To annotate the identified differential linear transcripts in each pathway, Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway (http://www.genome.jp/kegg/pathway.html) analysis was conducted. To analyze the statistical significance of KEGG pathway enrichment, we employed hypergeometric tests. The top 10 pathway enrichment of upregulated and downregulated differentially expressed host linear transcripts affected by EA intervention were presented.

### 2.14. miRNA Target Prediction

In order to explore the function of circRNAs, putative interactions between differentially expressed circRNAs and their target miRNAs were theoretically evaluated using TargetScan and miRanda database. A hit between any expressed miRNA (including the new predicted miRNA) and a target circRNA was considered for a miRanda score of 140 or higher.

### 2.15. circRNA-miRNA Coexpression Network Analysis

Evidences have shown that circRNAs could bind with miRNAs and function as natural miRNA sponges to influence related miRNAs' activities. circRNA-miRNA coexpression network was built based on the prediction of miRNA-binding sites and the correlations between circRNA and miRNA. Two downregulated and three upregulated circRNAs were selected to generate a network map with cytoscape software (V. 3.2.1). Yellow nodes represented circRNAs and green nodes represented miRNAs.

### 2.16. Hierarchical Clustering Analysis

To generate an overview of differentially expressed circRNA profiles among the three groups, hierarchical clustering analysis was conducted based on the expression values of all target circRNAs and differentially expressed circRNAs using the Cluster and TreeView programs.

### 2.17. Quantitative Real-Time PCR

To validate the RNA sequencing data, we performed qPCR analysis of 12 differentially expressed genes. cDNA reverse transcription was performed from total RNA using the iScript Reverse Transcriptase Kit (Biorad, Hercules, CA). GAPDH was selected as a reference gene for all experiments. All primers for qPCR were synthesized by Sangon Biotech, China. The primer sequences used for qPCR are detailed in Supplementary [Supplementary-material supplementary-material-1]. qPCR was performed using the SYBR Green Supermix kit (Bio-Rad) per the manufacturer's instructions. After activation of the polymerase enzyme at 95°C for 10 min, 40 cycles of 95°C for 10 s, 60°C for 60 s, and 95°C for 15 s were performed on the Gene Amp PCR System 9700 (Applied Biosystems, Foster City, CA). Melting curve analysis was used to confirm the specificity of the amplification reactions. Relative gene expression was quantified in triplicate (*n* = 3). The relative expression levels were calculated using the 2^−ΔΔCT^ method.

### 2.18. Statistical Analysis

All data were processed using SPSS 19.0 software. Normal distribution data are expressed as mean ± SD and were analyzed using ANOVA. The skewed distribution data are expressed as median (*M*) and quartile spacing (*Q*1, *Q*2), and the rank sum test was used for intergroup comparison. *P* < 0.05 was considered significant.

## 3. Results and Discussion

### 3.1. General Information on Mice

There were 8 mice with random blood sugar level higher than 16.8 mmol/L and 1 with fasting blood sugar level higher than 11.1 mmol/L; and the success rate of the model was 45%. The remaining 11 mice were injected with STZ for a second time, with a 100% success rate. After high-fat feeding, the body shape of the mice changed, revealing central obesity and sparse hair. After STZ injection, the mice became depressed, showed decreased activities, had dry and sparse fur, excreted decreased urine volume, and consumed higher volumes of drinking water; all changes were significant.

### 3.2. Effect of EA Intervention on FBG Level

After modelling, the FBG levels in mice of the M group and model + EA group were markedly increased. After 4 weeks of EA intervention, the FBG levels of the M group and model + EA group were still remarkably higher than that of the N group (*P* ≤ 0.001) (Table 1). However, a significant reduction in FBG level was observed in the model + EA group when compared with that in the M group (Table 1). EA was thus suggested to significantly improve the FBG level although it could not restore the normal FBG level.

### 3.3. Effect of EA on Pancreatic Tissue and Islet *β* Cell Apoptosis Rate

The pancreas is an important organ for secreting insulin and regulating the blood sugar levels. In order to study the effect of EA on pancreatic tissue in T2DM, hematoxylin-eosin staining was performed. As shown in Figure 1(a), the pancreas of normal mice showed intact islet structure, regular arrangement of pancreatic cells, and clear nuclei. In the M group, a large number of inflammatory cells infiltrated, surface adipocytes degenerated, interstitial hyperplasia, vasodilation, congestion, and necrosis were observed in the pancreatic tissue, with no complete islet structure (Figure 1(b)). In the model + EA group, mild and moderate inflammatory cell infiltration, vasodilation, and hyperemia were observed in the pancreatic tissue of mice and the structure of islets was preserved in the sections (Figure 1(c)). These results indicated that EA could effectively protect the pancreatic tissue in T2DM and inhibit the effect of STZ.

Further TUNEL analysis showed that the apoptosis rate of islet *β* cells in the model and model + EA groups was obviously higher than that in the N group (Table 2). Nevertheless, the apoptosis rate of islet *β* cells in the M + EA group was still significantly lower than that in the M group, implying that EA could significantly improve the apoptotic rate of islet *β* cells.

### 3.4. Identification of Differentially Expressed circRNA Profiles in Plasma Exosomes

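Exosomes are small vesicles that cells release into the blood, and circRNAs are closed RNA circles made when the end of an exon is spliced back to the start of the same or an earlier exon of its host gene. A read that spans this back-splice junction counts a circRNA and not the linear transcript of the host. Exosomal RNA was depleted of rRNA and sequenced in 3 libraries, 1 for each group: normal mice, model mice (6 weeks of high-fat feeding followed by STZ, a toxin of islet β cells) and model mice given EA at 2 Hz for 15 minutes in 12 sessions over 4 weeks (model + EA). Each group held 10 mice, and the paper's text does not state whether the plasma of several mice was pooled for a library. The authors trimmed the reads with cutadapt (v1.9.3), aligned them with STAR (v2.5.1b) and identified circRNAs with DCC, and positions are those of the mouse build mm10. The deposited table gives, for each circRNA and library, the count of junction reads and a log2 normalized value. Comparison of both sets of columns showed that the authors' log2 value is the log2 of the count times 1 factor per library (1 for the normal, 1.28 for the model and 1.03 for the model + EA library), with 0.1 reads in place of a count of 0. What the factors were computed from is not given in the sources used here. The junction reads added up to 2913 in the normal, 4125 in the model and 4372 in the model + EA library. Ratios were taken between these scaled counts, and a circRNA was called higher or lower at a fold change of at least 2 or at most 0.5, the rule of the methods.

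GEO's sample titles and Table S3 assign the 3 libraries to different groups. The library assigned to the normal group by Table S3 is titled as model + EA, the library assigned to the model group is titled as normal, and the library assigned to the model + EA group is titled as model. The groups here follow Table S3, on which the comparisons of the paper rest, and grouping by the titles was run as an alternative. With 1 library per group, no spread between mice can be measured, so no difference between groups has a replicate check and no p-value is given. Intervals are exact 95% intervals for counting error only, since PCR copies without molecular identifiers are not independent molecules. Against a library with 0 reads, a fold is given as an approximate lower bound ("at least"), computed against 3 reads, about the upper 95% limit for a count of 0. This bound takes the reads of the other library as exact, so counting error can put the ratio below it. At few reads, or where many reads are copies of few molecules, such a bound does not exclude that there was no change. A floor of 3 reads is 0.103% of the normal, 0.0727% of the model and 0.0686% of the model + EA library's junction reads.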

Plasma exosomes confirmed by western blotting, transmission electron microscopy, and NTA (Supplementary [Supplementary-material supplementary-material-1]) were subjected to RNA sequencing. As a result, a total of 579 circRNA targets were found in the plasma exosomes of three groups (Supplementary [Supplementary-material supplementary-material-1]). 

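Most circRNAs were found in a single library. In the normal library the most reads came from circRNAs of Ezh2, the histone methyltransferase of the Polycomb complex, and of Ube2k, a ubiquitin-conjugating enzyme, followed by Mbd2, which binds methylated DNA (31 reads), Stam (29 reads) and Eif3a (26 reads). The model library was led by circRNAs of the kinase Tlk1 and of Rad52, a DNA repair protein, and also held circRNAs of Med12l, Erbb2ip and the lymphoid transcription factor Ikzf1. The model + EA library was led by circRNAs of Nmt1, which attaches myristate to proteins, Ezh2 and Slc16a10, a transporter of aromatic amino acids and thyroid hormones. Among the circRNAs present in every library were those of Adam10, a membrane protease (21 reads in the normal, 41 in the model and 37 in the model + EA library), Rnf169 (17, 51 and 39 reads) and the transcription factor Nfix (15, 29 and 29 reads).

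In all, the deposited table holds 563 circRNAs from 459 host genes, with 3 circRNAs assigned to no host. At least 1 junction read was found for 320 circRNAs in the normal, 157 in the model and 140 in the model + EA library. Of these, 280 were found in the normal library alone, 135 in the model library alone and 105 in the model + EA library alone. Only 43 circRNAs (7.64%, exact interval 5.58% to 10.2%) were found in at least 2 libraries, and 11 were found in all 3. The normal and model + EA libraries shared 21 circRNAs that the model library lacked, the normal and model libraries shared 8 that the model + EA library lacked, and 3 were found in the model and model + EA libraries alone. A circRNA with 0 reads in a library may be present below its floor, so these counts describe detection at these depths and not absence.

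**Figure D1:**
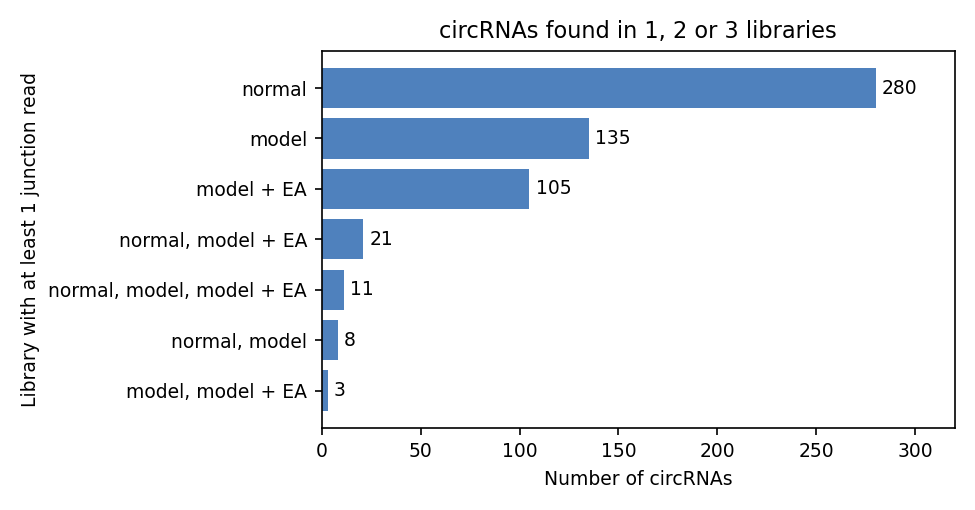
Number of circRNAs (horizontal axis) for each combination of libraries in which they had at least 1 junction read (vertical axis). The longest bar is the 280 circRNAs of the normal library alone, and 11 circRNAs were found in all 3 libraries.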

To provide a comprehensive landscape of the origination of circRNAs, linear transcripts of circRNAs from the corresponding genes were annotated and the circRNAs distribution in the genome was also explored according to the location of the chromosome where the circRNA sequence was overlapped (Supplementary [Supplementary-material supplementary-material-1]). 

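Most host genes gave a single circRNA, and hosts with several often gave different circRNAs in different libraries. Strn3, a subunit of the STRIPAK phosphatase complex, had 7 circRNAs, and Arhgap10, Casc5, Ezh2, Sox6 and Tlk1 had 4 each. All 4 circRNAs of Casc5, a scaffold protein of the kinetochore, were found in the normal library alone, with 6, 7, 8 and 19 reads. Arhgap10 gave 2 circRNAs of 11 reads each in the normal library and 2 others, of 37 and 33 reads, in the model library. Sox6, a transcription factor, gave 3 circRNAs in the model + EA library, of which the circRNA on chromosome 7 from 115512661 to 115550159 (exons 11 to 14) had 47 reads, and another in the normal library (12 reads). Of the 459 hosts, 387 had 1 circRNA and 69 were found in at least 2 libraries, 27 of them through different circRNAs in different libraries.

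Chromosome 2 held the most circRNAs (58), followed by chromosomes 5 and 9 (42 each), while chromosome X held 10 and the mitochondrial genome 2. By the authors' annotation, 461 circRNAs (81.9%) were exonic, 70 (12.4%) overlapped the sense strand of their host and 32 (5.68%) were intronic. The median predicted length was 435 nt. Against GENCODE M21, 462 circRNAs (82.1%) had both ends at exon edges of the same transcript. Of these, 361 lay in coding sequence alone, 91 reached into the 5' UTR, 6 reached into the 3' UTR, 1 lay in the 5' UTR and 3 came from noncoding transcripts. An identifier from an earlier database was given for 343 circRNAs and not for the other 220.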

Differentially expressed circRNAs were displayed through fold change filtering (Figure 2(a)–2(c), Supplementary [Supplementary-material supplementary-material-1]). Additionally, 165 circRNAs were detected to be differentially expressed in the M + EA group compared with the M and N groups. 

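Between the model and normal libraries, 302 circRNAs were lower and 152 higher in the model library by the 2-fold rule. Among the lower were circRNAs of Ube2k on chromosome 5 from 65565989 to 65594548 (exons 2 to 6), at least 13.9-fold lower, and Mbd2 on chromosome 18 from 70580653 to 70593340, at least 8.10-fold lower. Among the higher was the circRNA of Med12l, a subunit of the Mediator complex, with 1 read in the normal and 67 in the model library (ratio 85.5, exact interval 14.8 to 3425), and that of Ikzf1 on chromosome 11 from 11700205 to 11707904, with 3 and 61 reads (ratio 25.9, 8.47 to 129). Between the model + EA and normal libraries, 291 circRNAs were lower and 130 higher in the model + EA library. Here the circRNA of Nmt1 was at least 31.7-fold higher and that of Slc16a10 at least 27.6-fold higher, while that of Setd3, a histidine methyltransferase of actin, was at least 8.05-fold lower.

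Between the model + EA and model libraries, 127 circRNAs were higher and 146 lower in the model + EA library. Of these, 126 of the higher and 143 of the lower had 0 reads in the other library, so the size of nearly every fold change rests on the value put in place of 0. Both libraries had reads for 14 circRNAs, of which 1 (Med13l) was higher, 3 (Rps6kb1, Erbb2ip and Chm) were lower and 10 lay within 2-fold. Chm, which encodes a Rab escort protein, had 26 reads in the model and 9 in the model + EA library and is named after its values were seen. In the comparison of the model with the normal library, reads in both were found for 19 circRNAs (14 higher and 1 lower), and in that of the model + EA with the normal library for 32 (22 higher and 3 lower).

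The detected circRNAs had a median of 7 reads in the normal, 25 in the model and 33.5 in the model + EA library. Only 24 circRNAs of the normal library had at least 20 reads, against 100 in the model and 106 in the model + EA library. The authors' factors move every log2 ratio by -0.30 for model + EA against model, 0.35 for model against normal and 0.05 for model + EA against normal, relative to counts without scaling. Called only where the exact interval of the ratio lay beyond 2-fold, 203 circRNAs differed between model and normal (130 higher and 73 lower in the model) and 214 between model + EA and normal (113 higher and 101 lower in model + EA). With at least 20 reads in the higher library, 99 were higher and 22 lower in the model and 102 higher and 21 lower in the model + EA library, both against normal. The larger number of lower circRNAs against normal therefore rests on circRNAs with few reads. Since only 24 circRNAs of the normal library had at least 20 reads, that minimum capped the lower ones in advance. The turn in direction under it is thus no separate result.

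**Figure D2:**
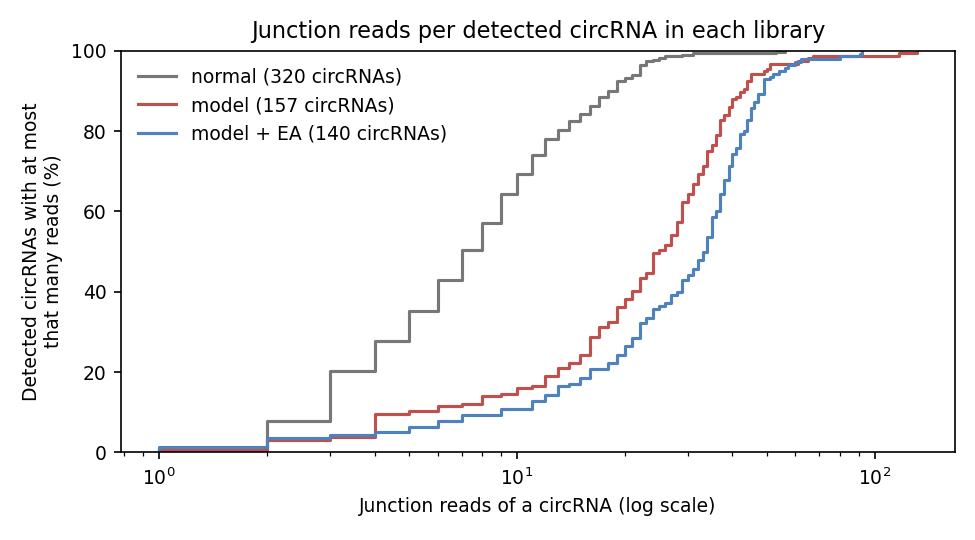
Percent of a library's detected circRNAs (vertical axis) with at most a given number of junction reads (horizontal axis, log scale), with 1 line per library. The normal library's line lies to the left, with a median of 7 reads, and those of the model and model + EA libraries have medians of 25 and 33.5 reads.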

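In the model + EA library, 121 circRNAs were higher than in both other libraries by the 2-fold rule and 9 were lower than in both. The higher ones were mostly circRNAs with reads in no other library (105 of 121), such as that of Dnmt1, the maintenance DNA methyltransferase, at exons 10 to 12 on chromosome 9 (22 reads). The 9 lower ones included circRNAs of Tlk1, Ikzf1 and Erbb2ip, and of Pola1, the catalytic subunit of DNA polymerase alpha, which had 18 reads in the normal, 39 in the model and 0 in the model + EA library. A further 3 circRNAs lay between both other libraries.

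Change against both other libraries was thus found for 133 circRNAs. A count of 165 is obtained when the change between model and normal is set against the change between model + EA and model and circRNAs that moved in opposite directions are taken. Both changes use the same single model library. A circRNA read only in it, or missed only by it, is therefore counted whatever the cause. Of the 165, 135 had reads in the model library alone, and 21 had reads in both other libraries and 0 in it. Of these 165 circRNAs, 25 also differed from the normal library by at least 2-fold in the model + EA library. Grouped by GEO's titles, 313 circRNAs differed from both other libraries.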

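The 165 circRNAs that differed in opposite directions between model and normal and between model + EA and model lay on chromosomes 1 to 19 and X. Chromosome 5 held the most (14), with 4 that were lower in the model and higher after EA and 10 that were higher in the model and lower after EA. Chromosomes 2 and 12 held 12 each, chromosomes 1 and 6 held 11 each, chromosome X held 4 and chromosome 15 held 2. circRNAs that were lower in the model and higher after EA were found on 9 chromosomes only, among them chromosome 12, where circRNAs of Cep128 and Strn3 lie, and chromosome 17, with that of Tulp4. Exonic circRNAs made up 144 of the 165 (87.3%, exact interval 81.2% to 91.9%), 14 overlapped the sense strand and 7 were intronic. An identifier from an earlier database was given for 111 of them.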

The distribution of the differentially expressed circRNAs in the M + EA group on the mouse chromosomes is shown in Figure 2(d). Among these, 21 circRNAs, which were downregulated in the M group when compared with the N group, were upregulated after EA treatment, whereas 144 circRNAs that were upregulated in the M group compared to the N group were downregulated after EA treatment. 

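The 21 circRNAs that were lower in the model and higher after EA all had reads in the normal and model + EA libraries and 0 reads in the model library. Chromatin proteins were among their hosts: Ezh2, Mbd2 (another circRNA, with 7 reads in the normal and 34 in the model + EA library), Ep400, a chromatin remodeler (2 and 16 reads), and Btaf1. Other hosts were Ube2k (35 reads in the model + EA library), the epithelial-mesenchymal transcription factor Zeb1 and the ganglioside synthase St3gal5. Of the 144 circRNAs that were higher in the model and lower after EA, 135 were found in the model library alone. The remaining 9 included circRNAs of Tlk1, Ikzf1, Rps6kb1, Erbb2ip and Pola1.

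The lower read counts of the normal library bear on the first set. With 3 reads in place of 0 it held 7 circRNAs, and where the exact interval had to lie beyond 2-fold it held 3, while the second set held 132 and 124. With the groups of GEO's titles the sets held 9 and 121 circRNAs, and 22 of the 165 were in either.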

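Among circRNAs higher in the model + EA than in the model library, the most reads came from Nmt1 (92 reads in the model + EA and 0 in both other libraries, at least 24.9-fold higher), Ezh2 (91 reads, at least 24.6-fold), Slc16a10 (80 reads, at least 21.6-fold) and Zwilch, a kinetochore protein (62 reads, at least 16.8-fold). Other circRNAs without reads in the model library came from Sox6 (57 reads, at least 15.4-fold), Ankfy1 (56 reads, at least 15.1-fold), Cntln, a centrosome protein (51 reads, at least 13.8-fold), Optn, an autophagy receptor (49 reads, at least 13.3-fold), Cep128 (47 reads, at least 12.7-fold) and the translation factor Eif4g3 (46 reads, at least 12.4-fold). Of these 10, only the circRNAs of Ezh2, Zwilch, Optn and Cep128 had reads in the normal library (56, 19, 4 and 6). The Nmt1 circRNA spans exons 3 to 5 on chromosome 11 from 103046379 to 103055289, and the Ezh2 circRNA spans exons 2 to 3 on chromosome 6 from 47576536 to 47577667 and reaches into the 5' UTR.

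Among circRNAs lower in the model + EA library, that of Tlk1 had the largest difference in log2 ratio from the model library (131 reads in the model and 0 in the model + EA library, at least 53.8-fold lower). The circRNA of Rad52, at exons 10 to 11 on chromosome 6 from 119920110 to 119921028, had 117 reads in the model library and was at least 48.1-fold lower. Others found in the model library alone came from Lrch3 (50 reads, at least 20.5-fold lower), the histone methyltransferase Nsd1 (45 reads, at least 18.5-fold), Erbb2ip (44 reads, at least 18.1-fold), the nuclear receptor corepressor Nrip1 (43 reads, at least 17.7-fold) and Strn3 (42 reads, at least 17.3-fold). They also came from Prpsap2 (40 reads, at least 16.4-fold), Tsc2 (39 reads, at least 16.0-fold), Pou2f1 (38 reads, at least 15.6-fold) and Snx13 (37 reads, at least 15.2-fold). The Nrip1 circRNA lies in the 5' UTR. Grouped by GEO's titles, 0 of these circRNAs differ by 2-fold in the same direction between model + EA and model.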

The top ten upregulated and downregulated circRNAs are listed in Table 3 by fold change. 

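The 3 libraries held largely separate sets of circRNAs, and 1 group of host genes, cell cycle and mitosis, was found mainly in the normal library. A cell cycle and mitosis list gave 29 circRNAs from 20 hosts. Of these circRNAs, 26 were found in the normal, 4 in the model and 2 in the model + EA library. They included circRNAs of Cenpi, a centromere protein (23 reads in the normal library), Cdc45, which starts DNA replication (22 reads), Tfdp2, a partner of E2F factors (22 reads), and the spindle checkpoint kinase Bub1b (11 reads), none with reads in either other library. Ccne1 (cyclin E1) and Tacc3 gave the opposite pattern, with 19 reads each in the model library alone. Of the 29 circRNAs, 25 were lower and 4 higher in the model than in the normal library. With 3 reads in place of 0, 13 were lower and 4 higher in the model, and 14 lower and 2 higher in the model + EA library. The list's median log2 ratio stood at percentile 0.875 among 10000 random lists of the same size matched on mean reads, and at percentile 0.485 for model + EA against normal. With the groups of GEO's titles the latter percentile is 99.1, so the direction of this group depends on which library is the normal one. Without the hosts that the paper names for its pathways or for qRT-PCR, a choice made after the data were seen, the 26 circRNAs left stood at percentiles 1.39 and 0.425 with the groups of Table S3. The random lists could still hold the hosts left out. They also draw circRNAs without regard to host, so all of these percentiles may be too extreme.

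Hosts of chromatin and histone modifiers gave 45 circRNAs, of which 25 were found in the normal, 10 in the model and 15 in the model + EA library. The chromatin remodeler subunit Smarcc1 had 26 reads in the normal library, the Polycomb protein Ezh1 had 24 in the model + EA library and Arid1a gave different circRNAs in the model (40 reads) and model + EA libraries (7 reads). Of the 45 circRNAs, 10 were higher and 25 lower in the model than in the normal library (percentile 23.1), and 14 higher and 20 lower in the model + EA than in the normal library. With 3 reads in place of 0, 9 were higher and 14 lower in the model, and 14 higher and 13 lower in the model + EA library. Hosts known for abundant circRNAs gave 24 circRNAs, with 14, 9 and 7 found in the normal, model and model + EA libraries, and 9 were higher and 12 lower in the model and 5 higher and 11 lower in the model + EA than in the normal library. For this list, 3 reads in place of 0 gave 9 higher and 6 lower in the model and 5 higher and 7 lower in the model + EA library. Overall 19 of the 157 circRNAs of the model library (12.1%, exact interval 7.45% to 18.3%) and 32 of the 140 of the model + EA library (22.9%, 16.2% to 30.7%) were also found in the normal library.

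**Figure D3:**
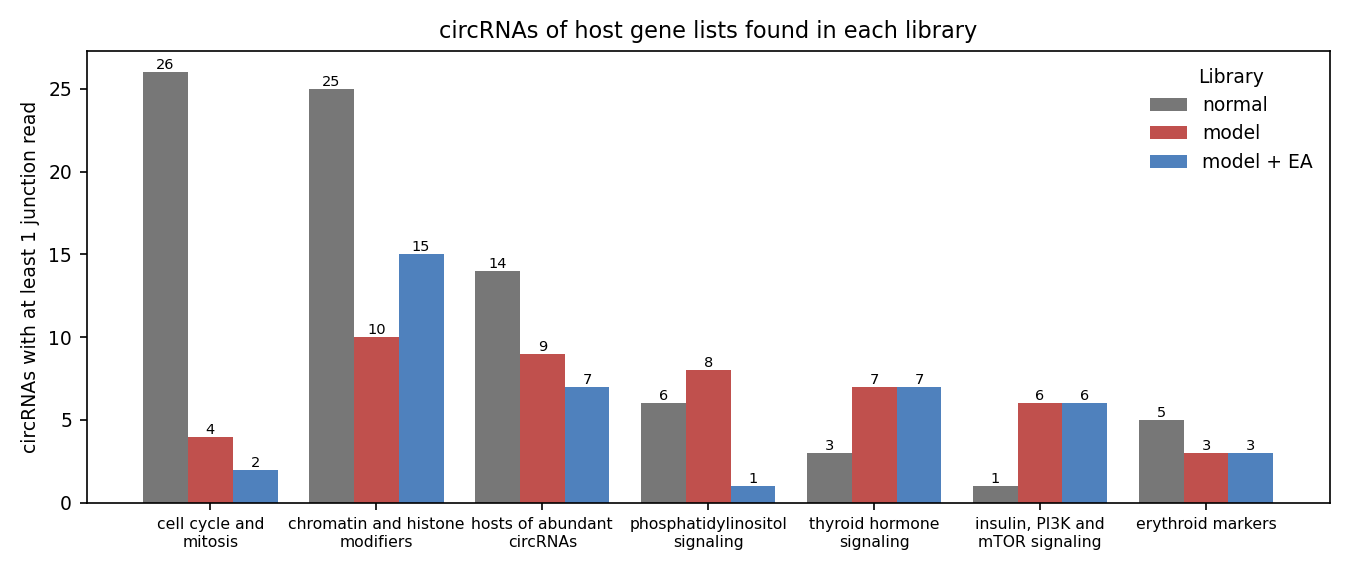
Number of circRNAs with at least 1 junction read (vertical axis) for 7 lists of host genes (horizontal axis) in each library (bar colors). The cell cycle and mitosis list has 26 circRNAs in the normal library against 4 and 2 in the model and model + EA libraries.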

Hierarchical clustering analysis indicated that these differentially expressed circRNA expression pattern were distinguishable among three groups (Figure 3).

### 3.5. GO Annotation and Pathway Enrichment Analysis

Under the assumption that circRNA function would be related to the known function of the host linear transcripts, differentially regulated linear transcripts were further mapped with Gene Ontology Terms (http://geneontology.org/). According to GO annotations, all identified differentially expressed circRNAs among the three groups were divided into three categories: cellular components, biological processes, and molecular functions (Supplementary [Supplementary-material supplementary-material-1], Supplementary [Supplementary-material supplementary-material-1]). We employed a hypergeometric test, followed by FDR (false discovery rate) multiple correction to calculate the *P* value of each GO item for enrichment analysis. In total, GO items of differentially host linear transcripts affected by EA were involved in basic metabolism, cell metabolism, cell macromolecule metabolism, organic substance metabolism, cell growth, development, and other related functions (Figure 4). The top 10 GO annotations enriched for the upregulated and downregulated linear transcripts are displayed in Tables 4 and 5, respectively.

To obtain an overview of the main biochemical metabolic pathways, all differentially expressed host linear transcripts were analyzed using KEGG, to provide an alternative functional annotation of genes according to their related biochemical pathways (Supplementary [Supplementary-material supplementary-material-1]). Our analysis revealed that 165 differentially expressed host linear transcripts affected by EA treatment in T2DM were involved in a total of 56 annotated pathways (Figure 5). 

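The 165 circRNAs came from 152 host genes. The 21 circRNAs lower in the model and higher after EA had 21 hosts, and the 144 higher in the model and lower after EA had 134. A host can give circRNAs that move in different directions, which a pathway table of host symbols does not show. Rock1, a kinase of the actin cytoskeleton, gave a circRNA with 18 reads in the model + EA library alone and another with 12 reads in the model library alone. Erbb2ip, an adaptor of ErbB2, gave a circRNA with 19 reads in the model + EA library alone beside the 2 that were lower there, and Strn3 gave circRNAs in either direction. For the comparison of model + EA with model, the paper's Table S4 lists 12 pathways for hosts of higher circRNAs and 23 for hosts of lower ones.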

The upregulated host linear transcripts mainly belonged to the following pathways: phospholipase D signaling pathway, thyroid hormone signaling pathway, oxytocin signaling pathway, cancer choline metabolic pathway, platelet activation, cell cycle, phosphatidylinositol signaling system, B cell receptor signaling pathway, lysine degradation, and African trypanosomiasis. The top 10 results of upregulated pathway enrichment affected by EA treatment are listed in Table 6. 

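Apart from thyroid hormone signaling, the hosts named for higher circRNAs act in ganglioside synthesis, second messenger signaling, lipid metabolism and transcription. The circRNA of St3gal5, the synthase of ganglioside GM3, had 10 reads in the normal, 0 in the model and 42 in the model + EA library (at least 11.4-fold higher than in the model), and that of St6galnac3 had 3, 0 and 6 reads (at least 1.62-fold). Adcy9, an adenylate cyclase, had 36 reads in the model + EA library alone (at least 9.74-fold), and the Rock1 circRNA of that library was at least 4.87-fold higher while the other Rock1 circRNA was at least 4.93-fold lower. The Zeb1 circRNA had 4 reads in the normal and 37 in the model + EA library (at least 10.0-fold), and those of Mllt3 and Tgfbr2, a TGF-β receptor, had 13 reads each (at least 3.52-fold). Etv6 had 2 reads, at which no fold can be given.

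Acaca, which makes malonyl-CoA for fatty acid synthesis, had 16 reads in the model + EA library alone (at least 4.33-fold higher), Rab14 had 31 (at least 8.38-fold), Pcyt1a of phosphatidylcholine synthesis had 37 and the cytoskeletal protein Iqgap2 had 45 (at least 12.2-fold). Pdgfd, a growth factor, gave 2 circRNAs with 40 and 22 reads (at least 10.8-fold and 5.95-fold), and Fyb, an adaptor protein of T cells, had 40. Pik3cb, a catalytic subunit of PI3K, is a member of 8 of the 10 pathways, so these do not stand for separate sets of circRNAs. The paper chose the hosts on these libraries, and their counts are no independent evidence of a direction.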

On the contrary, the downregulated host linear transcripts mainly belonged to the following pathways: Fc*γ*R mediates the macrophage phagocytosis signal transduction pathway, HIF-1 signal transduction pathway, phosphatidylinositol signal system pathway, cancer choline metabolism pathway, lysine degradation pathway, NOD-like receptor signaling pathway, mTOR signaling pathway, phosphoinositol (IP) metabolism pathway, and cancer proteoglycan pathway. The top 10 results of pathway enrichment affected by EA treatment are listed in Table 7.

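The hosts named for lower circRNAs act in phagocytosis, hypoxia and NF-κB signaling, lysine methylation and nutrient sensing. The circRNA of Rps6kb1, the S6 kinase downstream of mTOR, was found in every library, with 17 reads in the normal, 49 in the model and 25 in the model + EA library. Its ratio of model + EA to model was 0.414 (exact interval 0.245 to 0.683). The Erbb2ip circRNA on chromosome 13 from 103884143 to 103889285 had 21, 65 and 9 reads, a ratio of 0.112 (0.0492 to 0.227). Found in the model library alone were circRNAs of Map3k7, the kinase TAK1 (45 reads, at least 18.5-fold lower in the model + EA library), Ehmt1, a histone H3 lysine methyltransferase (33 reads, at least 13.6-fold), Cttn, a regulator of cortical actin (28 reads, at least 11.5-fold), Scin, an actin-severing protein, and Nfkb1 (22 reads each, at least 9.04-fold). Low counts were found for Whsc1 (5 reads, at least 2.05-fold lower) and Pdk1 (4 reads, at least 1.64-fold). Rps6kb1, Prkca and Plcg2 recur in several of these pathways. As with the higher circRNAs, the paper picked these hosts on the same libraries.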

### 3.6. Prediction of circRNA/miRNA Interaction and Construction of an Interaction Network

circRNAs act as a “microRNA sponge” to fine-tune the levels of microRNAs. In order to explore the function of circRNAs, interactions between differentially expressed circRNAs and their target miRNAs were theoretically predicted by microRNA target gene prediction software according to the TargetScan and miRanda database. Supplementary [Supplementary-material supplementary-material-1] displays each circRNA and its potential complementary binding miRNAs. The predicted expression of top 10 upregulated circRNA-bound microRNAs and downregulated circRNA-bound microRNAs affected by EA are shown in Tables 8 and 9. Furthermore, an entire interaction network of two downregulated (mmu-circ000550 and mmu-circ001018) and three upregulated circRNAs (mmu_circ_0001124, mmu-circ006255, and mmu-circ006982) with their acting miRNAs were delineated using Cytoscape (Figure 6).

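All 10 circRNAs of Table 8 were higher and all 10 of Table 9 were lower in the model + EA than in the model library by the 2-fold rule. Prediction of miRNA sites searches the spliced circle, whose length differed widely among them. The Med13 circRNA is exon 3 alone (169 nt, chromosome 11 from 86345860 to 86346028), the Med13l circRNA is exon 2 alone (238 nt, chromosome 5 from 118593333 to 118593570) and that of Pde5a is exon 2 (589 nt), whereas the Pik3cb circRNA joins exons 7 to 22 (2141 nt, chromosome 9 from 99042524 to 99090320). In Table 9 the lengths ran from 214 nt for Pdk1 (exons 2 to 3) to 1394 nt for Tsc2 (exons 15 to 25). With 1 exception all of these circles are exonic, and the exception, that of Adcy9 on chromosome 16 from 4285593 to 4286065, overlaps the sense strand without both ends at exon edges. In the normal library, 4 of the circRNAs of Table 8 and 1 of those of Table 9 had reads. miRNA levels were not analysed here.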

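Of the 5 circRNAs of the network, mmu_circ_0001124 could be matched by its identifier. It is a circle of Elf2, an ETS transcription factor, on chromosome 3 from 51308050 to 51326032, with 49 reads in the model + EA library and 0 in both others, which makes it at least 13.3-fold higher than in the model and at least 16.9-fold higher than in the normal library. It overlaps the sense strand of Elf2 and its ends do not both lie at exon edges of a GENCODE transcript. The names of the other 4 match no identifier of the deposited table, and no value is given for them.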

### 3.7. Validation of the Differentially Expressed circRNAs

Twelve differentially expressed circRNA genes, namely, circPwwp2a, circPde5a, circEzh2, circTlk1, circBtaf1, circHipk2, circBrd4, circCep128, circStrn3, circPrrc2b, circZwilch, and circTulp4, were randomly selected and verified by qRT-PCR. 

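The primers of Table S1 narrow down which circRNAs were measured. By position on mm10, each of the 12 pairs faces outward, as a product across a back-splice junction requires. For Tulp4 the primers were placed in exons of different transcripts, although its circRNA is annotated as intronic. Each pair lies within at least 1 circRNA of the deposited table. Chromatin and transcription factors among the 12 include Pwwp2a (chromosome 11, 43704534 to 43705477, exon 2), Ezh2 (chromosome 6, 47576536 to 47577667) and Btaf1 (chromosome 19, 36956371 to 36958509, exons 5 to 6). Kinases and signaling proteins are Tlk1 (chromosome 2, 70770004 to 70786995, exons 2 to 3), Hipk2 (chromosome 6, 38818230 to 38819313, exon 2), Strn3 (chromosome 12, 51619814 to 51661713, exons 2 to 16) and the cGMP phosphodiesterase Pde5a (chromosome 3, 122747889 to 122748477). Others are Cep128 (chromosome 12, 91289489 to 91299077, exons 11 to 14), Zwilch (chromosome 9, 64160821 to 64161441, exons 6 to 7), Prrc2b (chromosome 2, 32182458 to 32183300, exons 2 to 3) and Tulp4 (chromosome 17, 6137211 to 6139156, intronic).

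Several circRNAs hold both primers for some hosts, among them Ezh2 (3) and Tlk1 (3), and the circRNA with the most reads over the 3 libraries was taken. This rule was chosen after the values were seen. By the rule used first, the shortest product, Ezh2 would be represented by a circRNA from 47576563 to 47577667 with 6 reads in the normal library and 0 in the others, and for Tlk1 another circRNA with a product of the same length (130 nt), with 7 reads in the normal library alone, would tie.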

The log 2 fold changes were calculated for RNA-seq data and qPCR results (Figure 7(a) and 7(b)). 

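In the RNA-seq data, 7 of the 12 circRNAs were higher and 5 lower in the model + EA than in the model library. The higher ones included those of Btaf1 (34 reads in the model + EA and 0 in the model library, at least 9.20-fold), Pde5a (45 reads, at least 12.2-fold), Tulp4 (11 reads, at least 2.98-fold), Ezh2, Zwilch and Cep128. Lower were those of Prrc2b (45 reads in the model and 0 in the model + EA library, at least 18.5-fold), Hipk2 (35 reads, at least 14.4-fold), Pwwp2a (34 reads, at least 14.0-fold), Strn3 and Tlk1.

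Against the normal library, the ratio in the model + EA library was 9.31 (exact interval 3.71 to 30.1) for Pde5a, 8.11 (3.46 to 23.2) for Cep128, 3.52 (1.6997 to 7.985) for Btaf1 and 3.38 (1.99 to 5.98) for Zwilch. It was 1.68 (1.19 to 2.39) for Ezh2 and 1.63 (0.576 to 4.95) for Tulp4, the latter within counting error of no difference. These ratios rest on the authors' factors. The TMM method of edgeR gives the model + EA library a factor of 0.487 relative to normal, against the authors' 1.03. It would lower each ratio, so no direction is settled for Ezh2 or Tulp4. Tlk1 had 19 reads in the normal library and was at least 6.12-fold lower in the model + EA library. Pwwp2a, Hipk2, Strn3 and Prrc2b had 0 reads in both libraries, at which no fold can be given. The 12 hosts gave 27 circRNAs in all, of which 11 were higher and 6 lower in the model + EA than in the model library, so that a host's symbol alone does not give the direction. With the groups of GEO's titles the directions between model + EA and model of Pde5a, Btaf1, Cep128, Zwilch and Tlk1 turn, and those of Ezh2 and Tulp4 turn to a ratio within 2-fold. The paper states that most of its qRT-PCR results matched the sequencing.

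**Figure D4:**
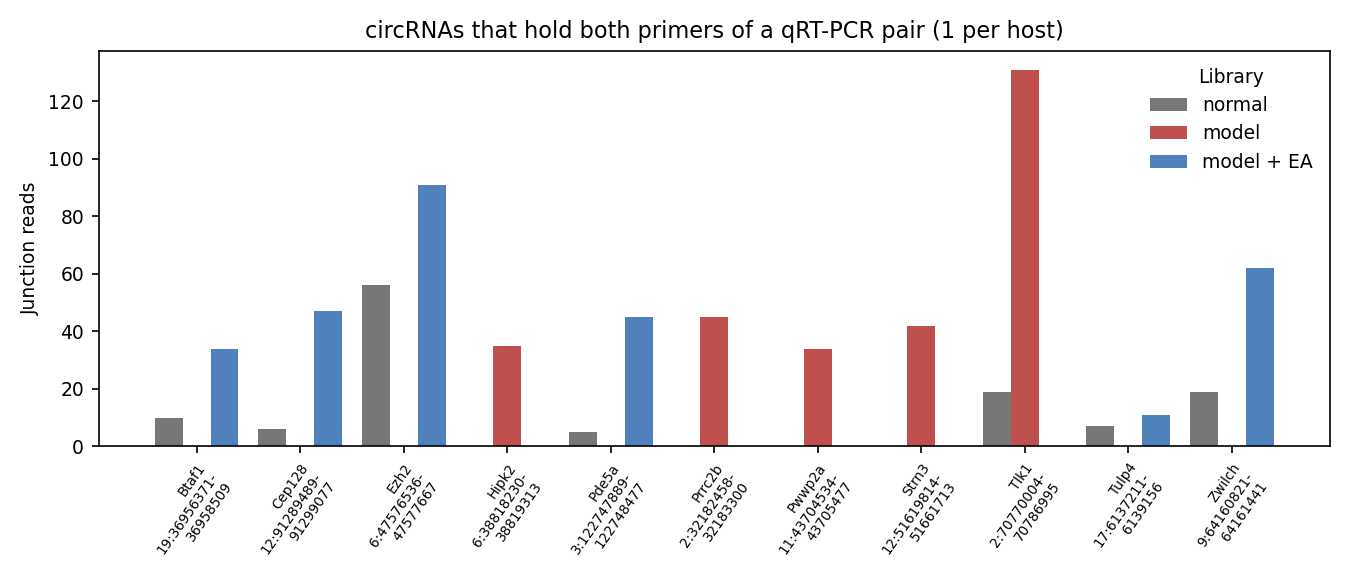
Junction reads (vertical axis) of the circRNA that holds both qRT-PCR primers for host genes tested by the paper, labelled with chromosome, start and end (horizontal axis), in each library (bar colors). The circRNAs of Btaf1, Cep128, Ezh2, Pde5a, Tulp4 and Zwilch have reads in the model + EA and none in the model library, while those of Hipk2, Prrc2b, Pwwp2a, Strn3 and Tlk1 have reads in the model and none in the model + EA library.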

Most qRT-PCR results matched well with the RNA-seq data.

## 4. Discussion

It is well known that insulin resistance and beta cell dysfunction are the main pathogenic factors of T2DM. Previous studies have shown that EA can treat T2DM by regulating insulin resistance and improving the function of islet beta cells. The majority of acupoints selected by EA are Zusanli, Pishu, Weiwanxia Yu, and Zhongwan, among others [17, 18]. In this study, the Zusanli and Pishu points were selected for EA application, which resulted in an obvious decrease in FBG levels in the T2DM model mice. These results indicated that EA had a certain therapeutic effect on relieving hyperglycemia, which was consistent with the results of previous studies [17, 33, 34].

Some studies have been conducted with regard to the potential pathways by which EA exerts its therapeutic effect on diabetes mellitus. A previous study by Tominaga et al. [21] showed that repeated application of EA to the Zusanli is capable of improving diet-induced insulin resistance, probably through activation of AMPK signaling in skeletal muscles. Lan et al. [19] found that EA mitigates endothelial dysfunction via effects on the PI3K/Akt signaling pathway in high-fat-diet-induced insulin-resistant rats. On the contrary, Leng et al. [20] found that EA can improve obesity and reduce the potential risk of type 2 diabetes via hypothalamic Tsc1 promoter demethylation and by inhibiting the activity of mTORC1 signaling pathway. These results are in accordance with our results. We also found that EA treatment could upregulate the signaling pathways of thyroid hormone, sphingolipid biosynthesis (ganglion series), cGMP-PKG, cancer transcriptional error regulation, cancer choline metabolism, Rap1, actin cytoskeleton regulation, and adipocyte lipid regulation and could downregulate the Fc*γ*R-mediated macrophage phagocytosis signal transduction pathway, HIF-1 signal pathway, phosphatidylinositol signal system pathway, cancer choline metabolism pathway, lysine degradation pathway, NOD-like receptor signal pathway, mTOR signal pathway, phosphoinositol (IP) metabolism pathway, and cancer proteoglycan pathway. Our results suggest that the effect of EA on T2DM is multifactorial and is exerted at multiple levels. Regulating the blood sugar level may only be one of the smaller aspects of EA; other therapeutic effects of EA on T2DM still need to be explored.

Interestingly, we found that the effect of EA on the thyroid hormone signaling pathway is very prominent in T2DM, with both upregulated genes (MED13, MED13L, NCOA2, PIK3CB, and SLC16A10) and downregulated genes (MED12L, PLCG2, PRKCA, and TSC2) being observed. 

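The circRNAs of 5 hosts of this pathway were higher in the model + EA than in the model library. Slc16a10, which carries thyroid hormones across membranes, was the most abundant of them in the model + EA library, at exons 2 to 3 on chromosome 10 from 40076564 to 40080807. Pik3cb had 49 reads (at least 13.3-fold higher), Med13, a subunit of the Mediator kinase module, had 32 (at least 8.66-fold) and the nuclear receptor coactivator Ncoa2 had 24 (at least 6.49-fold), each in the model + EA library alone. Med13l, the paralog of Med13, was the only one with reads in all 3 libraries, 15 in the normal, 16 in the model and 60 in the model + EA library, a ratio of 3.04 (exact interval 1.73 to 5.66) to the model. Of the hosts named as downregulated, Plcg2, a phospholipase C of immune cells (chromosome 8, 117555975 to 117558116), had 16 reads in the model library alone (at least 6.57-fold lower), Prkca, protein kinase C alpha (chromosome 11, 108012627 to 108014381), had 15 (at least 6.16-fold) and Tsc2, an inhibitor of mTOR, was likewise found there alone. Med12l gave 2 circRNAs. The circRNA on chromosome 3 from 59031546 to 59039198 had 12 reads in the model library alone (at least 4.93-fold lower), and that from 59031546 to 59042413 had 52 reads in the model + EA library, a ratio of 0.630 (0.430 to 0.918) to the model, within the 2-fold rule.

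A wider list of 101 genes of thyroid hormone signaling gave 12 circRNAs, of which 5 were higher and 4 lower in the model + EA than in the model library, and 7 higher and 1 lower than in the normal library. Only 2 of the 12 come from hosts other than those that the paper names for its pathways or for qRT-PCR, and neither differed between model + EA and model. The counts of the wider list thus rest on the hosts picked on these libraries. With the groups of GEO's titles the 5 circRNAs of the hosts named as upregulated are lower, not higher. From genes of the pathway changing in both directions, from earlier work that ties thyroid hormones to insulin resistance and free fatty acids, and from an earlier report that EA acted on both in rats, the paper proposes that EA may improve insulin resistance in T2DM by way of thyroid hormones, and it asks for further experiments on this point.

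**Figure D5:**
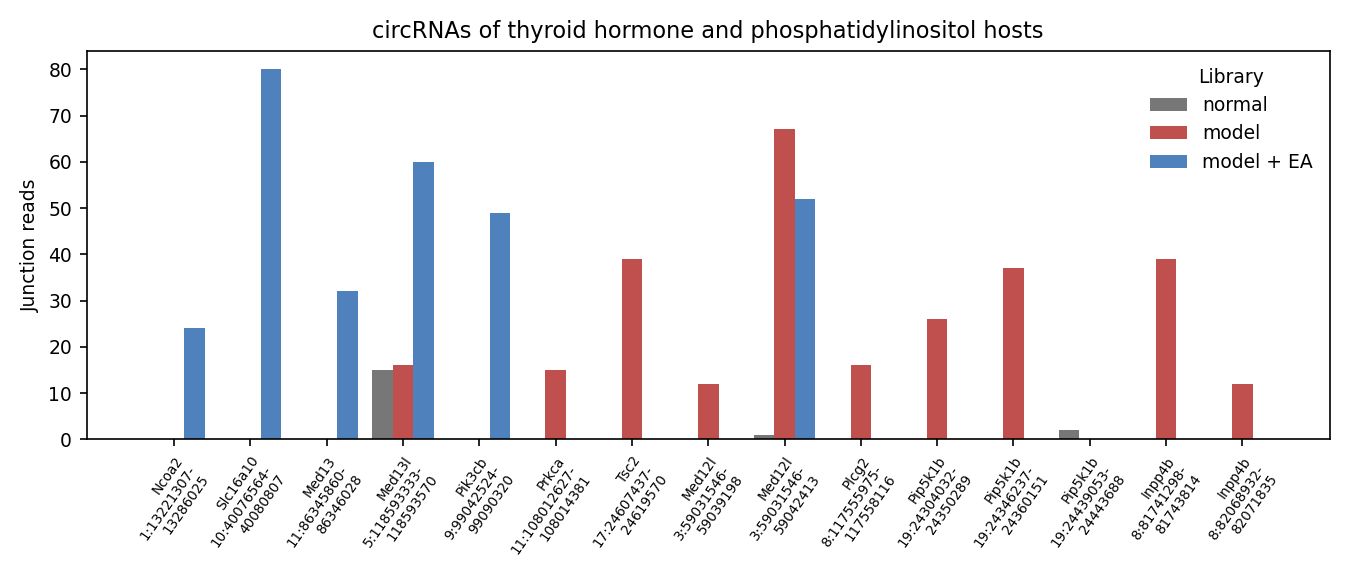
Junction reads (vertical axis) of the circRNAs from the hosts that the paper names for thyroid hormone and phosphatidylinositol signaling, labelled with host, chromosome, start and end (horizontal axis), in each library (bar colors). Ncoa2, Slc16a10, Med13 and Pik3cb have reads in the model + EA library alone, while Prkca, Tsc2, Plcg2 and Inpp4b have reads in the model library alone.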

Previous studies have revealed the association of hyperthyroidism [35–37] and hypothyroidism [38–40] with insulin resistance in T2DM. Thyroid hormones could increase the concentration of free fatty acids, thereby enhancing the storage and oxidation of glucose and affecting insulin secretion [41, 42]. Previously, it was reported that 15 Hz EA at ST36 improves insulin sensitivity and reduces free fatty acid levels in rats with chronic dexamethasone-induced insulin resistance [43]. This suggested that EA may improve insulin resistance by regulating thyroid hormones in T2DM, which needs to be confirmed by further experiments.

In addition, we constructed an interaction network between circRNAs and microRNAs and found that mmu-mir-7092-3p, one of the most active miRNAs, was closely associated with circINPP4B, which was significantly downregulated by EA. 

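Inpp4b, a phosphatase that removes a phosphate from PI(3,4)P₂, gave 2 circRNAs, both found in the model library alone. The circRNA of Table 9 on chromosome 8 from 82068932 to 82071835 (exons 21 to 22, 268 nt) had 12 reads, which makes it at least 4.93-fold lower in the model + EA library. The other, from 81741298 to 81743814 (exons 2 to 3, reaching into the 5' UTR), had 39 reads and was at least 16.0-fold lower. Pip5k1b, a kinase that makes PI(4,5)P₂, gave 2 circRNAs in the model library alone, with 37 and 26 reads (at least 15.2-fold and 10.7-fold lower), and another with 2 reads in the normal library. Together with Plcg2 and Prkca, the hosts that the paper names for this pathway gave 7 circRNAs, of which 6 were lower and none was higher in the model + EA than in the model library.

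A wider list of 101 genes of phosphatidylinositol signaling gave 15 circRNAs from 10 hosts, with 8 in the model and 1 (Pik3cb) in the model + EA library. Of these, 8 were lower and 1 higher in the model + EA than in the model library. The whole list stood at percentile 0.690 among matched lists for this comparison and at 99.5 for model against normal. The paper chose its hosts on these libraries, however, so the list was also run without every host that the paper names for its pathways or for qRT-PCR, a choice made after the data were seen. Of the 7 circRNAs left, 2 were lower and none higher in the model + EA than in the model library and 5 had 0 reads in both, too few with reads for a percentile in this comparison. For model against normal, 2 of the 7 were higher and 5 lower. They stood at percentile 21.6 among matched lists that could still hold the hosts left out, so the 99.5 of the whole list rests on the hosts that the paper picked. Members outside the hosts that the paper names for its pathways or for qRT-PCR included Fam126a, with 42 reads in the model library and another circRNA of 17 reads in the normal library. They also included Ttc7b (27 reads in the model library). Both are parts of the complex that holds PI4-kinase at the plasma membrane, and the paper lists both among Gene Ontology hosts. With the groups of GEO's titles, 1 circRNA of the hosts that the paper names differed between model + EA and model by the 2-fold rule, and it was higher. From the predicted link of this circRNA to miRNAs and the known action of Inpp4b against PI3K/Akt signaling, the paper proposes that EA may act on T2DM through PI3K/Akt. The predicted binding of miRNAs was not analysed here.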

INPP4B is involved in the phosphatidylinositol signaling pathway, which inhibits PI3K/Akt signaling and is emerging as a tumor suppressor in a variety of tissues [44]. The interaction network of circRNA/miRNA further confirmed that the effects of EA on T2DM may involve the PI3K/Akt signaling pathway.

This study has several limitations. 

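How far single libraries can tell change from counting error was tested on simulated counts. The rates hold for the simulated read levels, which need not be those of these libraries. In the data, 126 of the 127 higher and 143 of the 146 lower circRNAs of model + EA against model had no reads in the other library. The rates therefore cannot be carried over to the calls made here. Among 363 simulated circRNAs without a change, the 2-fold rule called 35.0% for model + EA against model, 35.0% for model against normal and 30.6% for model + EA against normal. A rule that requires the exact interval to lie beyond 2-fold called 0% of them in each comparison. Of circRNAs simulated with a 16-fold change, the 2-fold rule recovered 97.9%, 96.4% and 96.1% in these comparisons, and the interval rule 56.3%, 56.4% and 54.9%. The simulation holds counting error only, and differences between mice of a group come on top of it. By counting error alone, calls on circRNAs such as that of Pdk1 (4 reads) rest on less than those on Rad52 (117 reads). Where many reads are copies of few molecules, a high count need not make a call safer.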

First, only 1 replicate has been sequenced from each condition. Second, this study assessed differentially expressed circRNAs via fold changes ≥2.0 or fold change ≤0.5 in the expression level in the model + EA group compared with both the normal and model group. As only 1 replicate per condition was performed, the evaluation criteria of differentially expressed circRNAs cannot contain *P* value. Third, although the expression levels of selected circRNAs seem to change with EA induction, their specific functions have not been studied or verified. As for the circRNAs function as a sponge, further studies about the effects on the predicted miRNAs or the expression level of the proposed interacting mRNAs are still needed.

## 5. Conclusion

In conclusion, we found that EA intervention can regulate the thyroid hormone and phosphatidylinositol signaling pathway to attenuate apoptosis of islet *β* cells and protect islet function in T2DM mice. This study opens up new avenues for elucidating the mechanism of EA function and provides a reference for finding new therapeutic targets for T2DM.

## Figures and Tables

**Figure 1:**
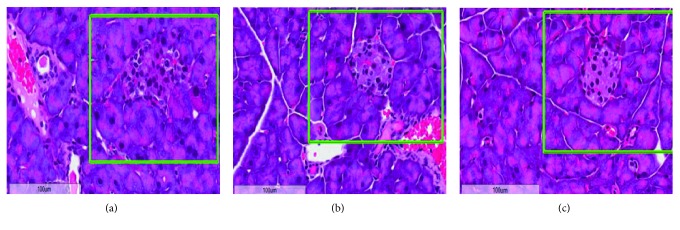
Hematoxylin-eosin staining in the pancreatic tissue of the model group (a), model + EA group (b), and normal group (c). Magnification: 400x. Islet structure is marked with a green box.

**Figure 2:**
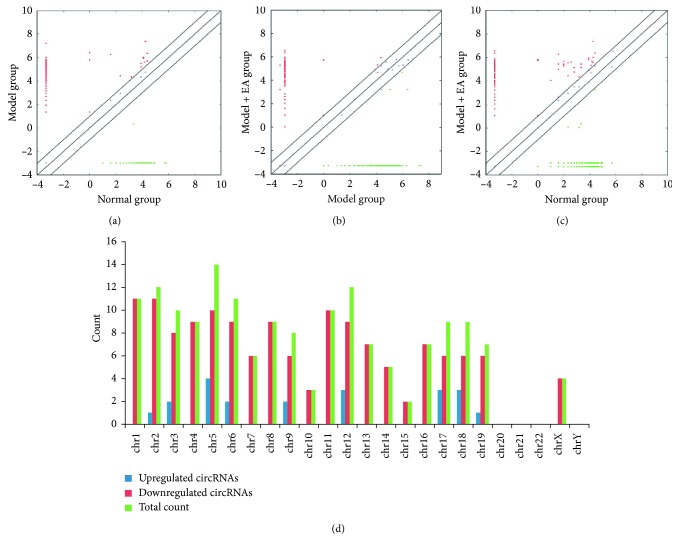
Differences and characterizations of circRNA expression profiles in plasma exosomes among the three groups. (a) Scatter plots between model and normal groups. (b) Scatter plots between model and model + EA groups. (c) Scatter plots between model + EA and normal groups. The values plotted on *X* and *Y* axes of scatter plots are the averaged normalized signal values of each group (log 2 scaled). The middle line refers to no difference between the two groups. The circRNAs above the middle line and below the middle line indicate more than 2.0-fold changes between two groups. (d) The distribution of differentially expressed circRNAs in the model + EA group in mouse chromosomes.

**Figure 3:**
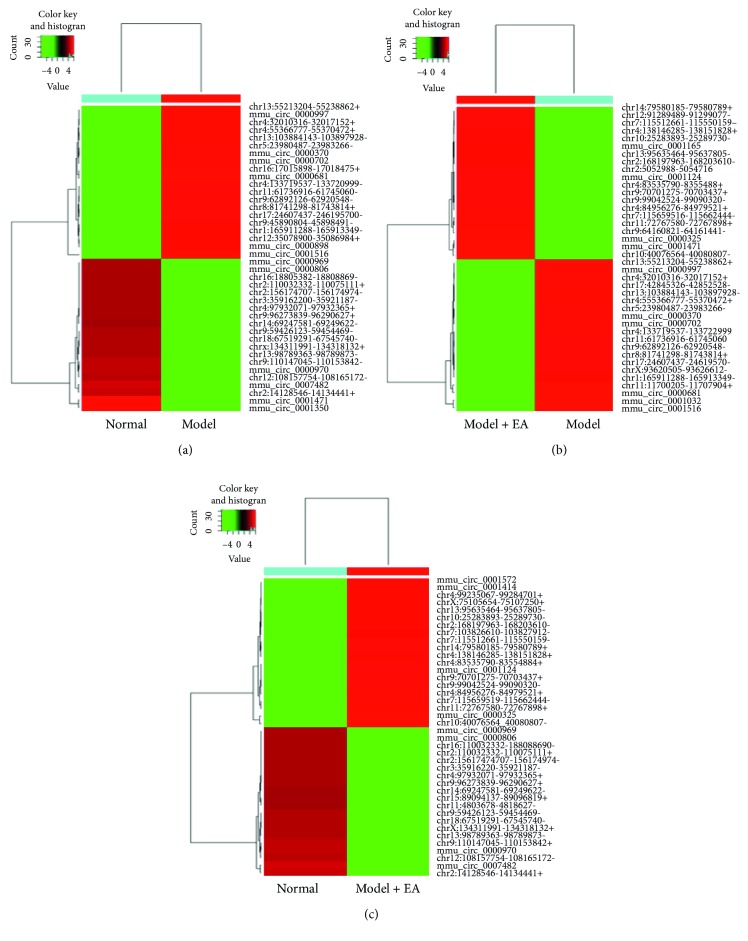
Heat map and hierarchical clustering showing expression values of all differentially expressed circRNAs among the three groups. Each column represents a sample and each row represents a circRNA. Red strip represents high relative expression and green strip represents low relative expression. (a) Hierarchical cluster analysis between model and normal groups. (b) Hierarchical cluster analysis between model and model + EA groups. (c) Hierarchical cluster analysis between normal and model + EA groups.

**Figure 4:**
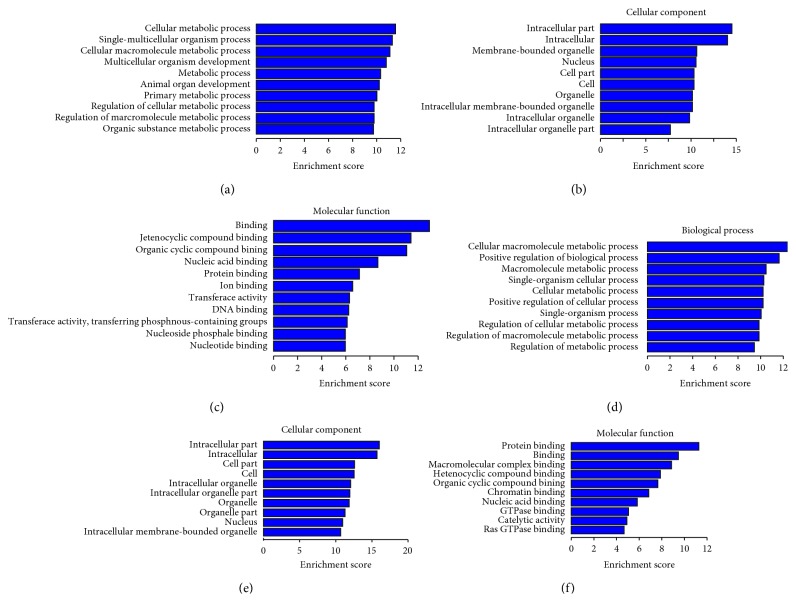
Gene ontology (GO) annotation of host linear transcripts affected by EA from the Gene Ontology Terms database (http://www.geneontology.org) compared to the normal (a, b, c) and model group (d, e, f). (a, d) Cellular components; (b, e) biological process; (c, f) molecular function.

**Figure 5:**
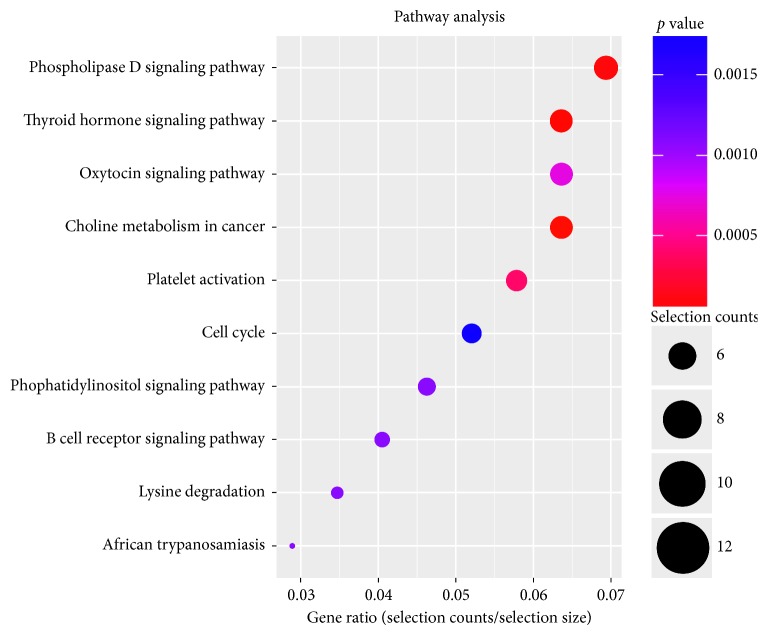
KEGG pathway enrichment of host linear transcripts affected by EA. The dot plot shows the gene ratio value of the top ten most significant enrichment pathways.

**Figure 6:**
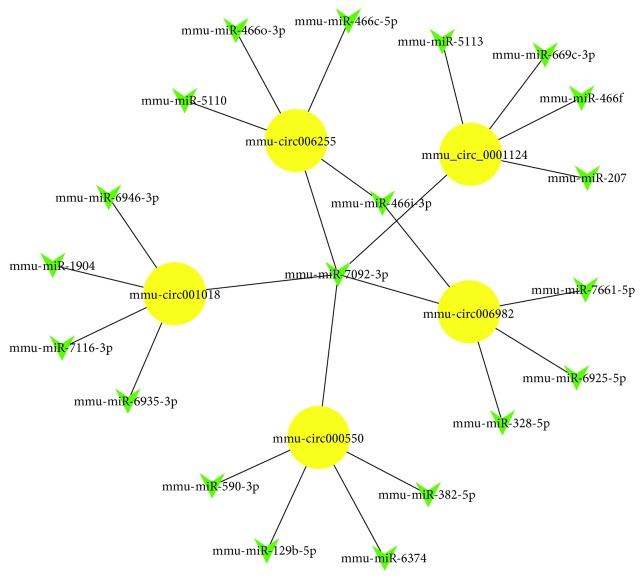
The circRNA/miRNA network analysis of two downregulated (yellow nodes) and three upregulated circRNAs (yellow nodes) with their acting miRNAs (green nodes).

**Figure 7:**
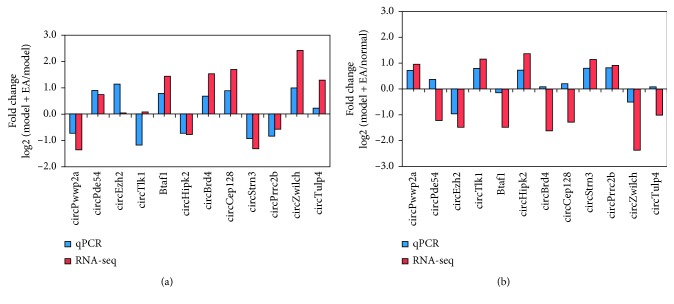
qRT-PCR validation for the expression of 12 circRNAs. Comparison between RNA-seq data and qPCR results. The vertical axis shows the fold change (log 2 transformed) of each circRNA between the model + EA and model groups (a) or the model + EA and normal groups measured (b) by qPCR and RNA-seq, respectively.

**Table 1:** EA's intervention effect on FBG [($\bar{X}\pm \text{SD}$); *M* (*Q*1, *Q*2)].

Groups	(*n*)	FBG (mmol/L)		
		Before modelling	After modelling	14th day of EA treatment
Model group	10	8.96 ± 1.11	14.27 ± 2.17^*∗*^	22.88 (20.85, 24.91)^*∗*^^#^
Model + EA group	10	8.76 ± 1.17	14.77 ± 2.40^*∗*^	15.80 (14.09, 17.51)^Δ*∗*^
Normal group	10	8.51 ± 1.21	9.45 ± 1.10	9.54 (8.70, 10.37)^Δ^^#^

*Note.* ^*∗*^^,^^Δ^^,^^#^Statistical differences (*P* < 0.001) compared with the normal group, model group, and model + EA group, respectively.

**Table 2:** EA's intervention effect on the apoptosis rate of islet *β* cell [*M* (*Q*1, *Q*2)].

Groups	(*n*)	Apoptosis rate (%)
Model group	15	9.77 (3.48, 20.11)^*∗*^^#^
Model + EA group	15	5.31 (2.80, 8.63)^Δ^^∗^
Normal group	15	2.24 (0.00, 5.73)^Δ^^#^

*Note.* ^*∗*^^,^^Δ^^,^^#^Statistical differences (*P* < 0.05, *P* < 0.01, and *P* < 0.01, respectively) compared with the normal group, model group, and model + EA group, respectively.

**Table 3:** The top 10 upregulated and downregulated circRNAs ranked by fold changes.

circRNA	Circ ID	circRNA type	Fold change
*Upregulated* circRNAs			
chr11:103046379-103055289+	mmu_circ_0000325	Exonic	746.5258
chr6:47576536-47577667−	mmu_circ_0001471	Exonic	738.4114
chr10:40076564-40080807−	10_39800613_39796370_-4243|20.91|10|17	Exonic	649.1528
chr9:64160821-64161441−	9_64009248_64008628_-620|14.59|13|40	Exonic	503.0934
chr7:115659516-115662444−	7_122805958_122803030_-2928|21.29|10|16	Exonic	462.5214
chr11:72767580-72767898+	Novel	Sense overlapping	454.4070
chr4:84956276-84979521+	4_84625425_84602180_-23245|17.55|11|14	Exonic	413.8349
chr2:5052988-5054716−	2_4975762_4974034_-1728|15.56|5|6	Exonic	397.6061
chr12:91289489-91299077−	12_92537517_92527929_-9588|12.77|4|6	Exonic	381.3773
chr4:138146285-138151828+	Novel	Exonic	373.2629
*Downregulated* circRNAs			
chr6:119920110-119921028+	mmu_circ_0001516	Exonic	1492.2043
chr16:32950292-32961744+	mmu_circ_0000681	Exonic	637.69416
chr13:55213204-55238862+	13_55340223_55314565_-25658|19.14|4|4	exonic	573.92475
chr13:103884143-103897928−	13_104688008_104674223_-13785|17.98|20|70	Sense overlapping	561.17086
chr16:76330746-76352549−	mmu_circ_0000702	Exonic	548.41698
chr12:51619814-51661713−	mmu_circ_0000370	Exonic	535.66310
chr11:61736916-61745060−	Novel	Exonic	510.15533
chr17:24607437-24619570−	Novel	exonic	497.40145
chr1:165911288-165913349−	1_167843480_167841419_-2061|15.43|10|28	Exonic	484.64756
chr12:35078900-35086984+	12_35771656_35763572_-8084|19.56|22|64	Exonic	471.89368

**Table 4:** The top 10 GO annotations enrichment of upregulated differentially expressed host linear transcripts affected by EA intervention.

Gene function	Number of genes	*P*	False discovery rate	Differentially expressed genes
Cellular macromolecule metabolic process	73	<0.05	<0.05	CNPT1, ARID1A, STRN3, DKC1, GAB1, EZH2, MBD2, NCOA2, SOX6, ZEB1, etc.
Positive regulation of biological process	59	<0.05	<0.05	GAB1, EIF4G3, TGFBR2, PDE5A, ADCY9, ASPH, SULF1, CNOT1, CTCF, DNMT1, etc.
Macromolecule metabolic process	74	<0.05	<0.05	BRD4, CTCF, DNMT1, ETV6, EZH1, EZH2, HECTD1, UBE3A, KLHL7, KIF16B, etc.
Single-organism cellular process	93	<0.05	<0.05	CTCF, ZFP207, BRD4, ANP32B, GAB1, IARS, HECTD1, CNOT1, CLIC4, SULF1, etc.
Cellular metabolic process	78	<0.05	<0.05	MED13L, ACAACA, SDHC, ADCY9, ASCC3, STK39, RABGEF1, EIF4G3, ELF1, PLAGL1, etc.
Positive regulation of cellular process	53	<0.05	<0.05	GAB1, EIF4G3, TGFBR2, ADCY9, Adam10, ADNP, UBE3A, CTCELF1, SOX6, etc.
Single-organism process	98	<0.05	<0.05	OPTN, CTCF, ZFP207, BRD4, ANP32B, CIGALT1, UBE3A, TGFBR2, ST6GALNAC3, ST3GAL5, etc.
Regulation of cellular metabolic process	57	<0.05	<0.05	EIF4G3, RABGEF1, STK39, OPTN, KIF16B, RERE, ELF2, MLLT3, ATAD2, GPBP1, etc.
Regulation of macromolecule metabolic process	57	<0.05	<0.05	AGO2L, ELF1, ADNP, ARID4B, EIF4G3, TGFBR2, PLAGL1, CD46, PIK3CB, UBE2K, etc.
Regulation of metabolic process	60	<0.05	<0.05	BRD41, CTCF, DNMT1, ETV6, EZH1, EZH2, ATAD2B, PDGFD, ERBB2IP, DKC1, etc.

**Table 5:** The top 10 GO annotations enrichment of downregulated differentially expressed host linear transcripts affected by EA intervention.

Gene function	Number of genes	*P*	False discovery rate	Differentially expressed genes
Cellular metabolic process	90	<0.05	<0.05	POLA1, WHSC1, HIPK2, HOXB3, NFKB1, RAD23B, RAD52, FBXO18, ST3GAL6, PLCG2, etc.
Single-multicellular organism process	69	<0.05	<0.05	CBFB, SP3, PRKCA, MAP3K7, NRIP1, TNRC6C, IKZF1, NFKB1, NEK1, LATS2, etc.
Cellular macromolecule metabolic process	79	<0.05	<0.05	POLA1, WHSC1, HIPK2, HOXB3, NFKB1, PIAS1, ZBTB20, PRDM5, PHF14, EHMT1, etc.
Multicellular organism development	61	<0.05	<0.05	PRKCA, MAP3K7, NRIP1, CHM, ATF6, NEK1, LATS2, TSC2, IFT57, ARID11A, etc.
Metabolic process	95	<0.05	<0.05	CBFB, ARIH2, UBE2D2A, ANKIB1, TRIP12, ARID1A, STRN3, MAP3K7, PRKCA, DUSP3, etc.
Animal organ development	47	<0.05	<0.05	NRIP1, ATF6, SP3, IKZF1, NEK1, PLCG2, WHSC2, WHSC1, ZFPM1, MATR3, etc.
Primary metabolic process	88	<0.05	<0.05	PICALM, PRPSAP2, PIP5K1B, MECR, PLCG2, CD2AP, EP400, MLLT10, TTC7B, FAM126A, etc.
Regulation of cellular metabolic process	63	<0.05	<0.05	ZMYM5, EFEMP1, SP3, POU2F1, AFF3, IFT57, GON4L、TNRC6C, LARP4B, RPS6KB1, etc.
Regulation of macromolecule metabolic process	63	<0.05	<0.05	TCEA1, PLCG2, FBX018, RBM4, DUSP3, PRKCA, BOLL, TSC2, MATR3, PTPN22, etc.
Organic substance metabolic process	90	<0.05	<0.05	ARIH2, UBE2D2A, ANKIB1, TRIP12, STRN3, RSRC11, CDK13, SRBD1, ERI3, CCNE1, etc.

**Table 6:** The top 10 pathway enrichment of upregulated differentially expressed host linear transcripts affected by EA intervention.

Pathway	Selection counts	*P*	False discovery rate	Differentially expressed genes
Thyroid hormone signaling pathway	5	<0.05	<0.05	MED13, MED13L, NCOA2, PIK3CB, SLC16A10
Glycosphingolipid biosynthesis-ganglio series	2	<0.05	<0.05	ST3GAL5, ST6GALNAC3
cGMP-PKG signaling pathway	4	<0.05	<0.05	ADCY9, PDE5A, PIK3CB, ROCK1
Transcriptional misregulation in cancer	4	<0.05	<0.05	ETV6, MLLT3, TGFBR2, ZEB1
Choline metabolism in cancer	3	<0.05	<0.05	PCYT1A, PDGFD, PIK3CB
Rap1 signaling pathway	4	<0.05	<0.05	ADCY9, FYB, PDGFD, PIK3CB
Regulation of actin cytoskeleton	4	<0.05	<0.05	IQGAP2, PDGFD, PIK3CB, ROCK1
AMPK signaling pathway	3	<0.05	<0.05	ACACA, PIK3CB, RAB14
Platelet activation	3	<0.05	<0.05	ADCY9, PIK3CB, ROCK1
Regulation of lipolysis in adipocytes	2	<0.05	<0.05	ADCY9, PIK3CB

**Table 7:** The top 10 pathway enrichment of downregulated differentially expressed host linear transcripts affected by EA intervention.

Pathway	Selection counts	*P*	False discovery rate	Differentially expressed genes
Fc gamma R-mediated phagocytosis	5	<0.05	<0.05	PIP5K1B, PLCG2, PRKCA, RPS6KB1, CIN
HIF-1 signaling pathway	5	<0.05	<0.05	NFKB1, PDK1, PLCG2, PRKCA, RPS6KB1
Phosphatidylinositol signaling system	4	<0.05	<0.05	INPP4B, PIP5K1B, PLCG2, PRKCA
Choline metabolism in cancer	4	<0.05	<0.05	PIP5K1B, PRKCA, RPS6KB1, TSC2
Lysine degradation	3	<0.05	<0.05	EHMT1, NSD1, WHSC1
NOD-like receptor signaling pathway	3	<0.05	<0.05	ERBB2IP, MAP3K7, NFKB1
Thyroid hormone signaling pathway	4	<0.05	<0.05	MED12L, PLCG2, PRKCA, TSC2
mTOR signaling pathway	3	<0.05	<0.05	PRKCA, RPS6KB1, TSC2
Inositol phosphate metabolism	3	<0.05	<0.05	INPP4B, PIP5K1B, PLCG2
Proteoglycans in cancer	5	<0.05	<0.05	CTTN, KB1

**Table 8:** The predicted expression of top 10 upregulated circRNA-bound microRNAs affected by EA.

circRNA	miRNA	miRNA	miRNA	miRNA	miRNA
chr5:118593333-118593570+	mmu-miR-7028-5p	mmu-miR-762	mmu-miR-7079-5p	mmu-miR-6911-5p	mmu-miR-7662-5p
chr6:72128264-72132163+	mmu-miR-7669-3p	mmu-miR-5621-5p	mmu-miR-1943-5p	mmu-miR-7659-5p	mmu-miR-7662-3p
chr3:153411462-153411871−	mmu-miR-670-3p	mmu-miR-107-5p	mmu-miR-3089-3p	mmu-miR-103-1-5p	mmu-miR-103-2-5p
chr10:40076564-40080807−	mmu-miR-6954-5p	mmu-miR-3098-3p	mmu-miR-1966-5p	mmu-miR-708-5p	mmu-miR-7013-5p
chr11:86345860-86346028−	mmu-miR-335-3p	mmu-miR-7002-5p	mmu-miR-135b-5p	mmu-miR-6715-3p	mmu-miR-192-3p
chr9:99042524-99090320−	mmu-miR-7032-5p	mmu-miR-3069-5p	mmu-miR-103-1-5p	mmu-miR-103-2-5p	mmu-miR-1934-3p
chr16:4285593-4286065−	mmu-miR-204-3p	mmu-miR-191-3p	mmu-miR-7a-5p	mmu-miR-1953	mmu-miR-7054-5p
chr1:13221307-13286025−	mmu-miR-762	mmu-miR-7007-5p	mmu-miR-337-3p	mmu-miR-421-5p	mmu-miR-7648-3p
chr18:10119885-10132272−	mmu-miR-7660-3p	mmu-miR-6992-3p	mmu-miR-1903	mmu-miR-6380	mmu-miR-7665-5p
chr3:122747889-122748477+	mmu-miR-6339	mmu-miR-1954	mmu-miR-6912-5p	mmu-miR-500-5p	mmu-miR-7033-5p

**Table 9:** The predicted expression of top 10 downregulated circRNA-bound microRNAs affected by EA.

circRNA	miRNA	miRNA	miRNA	miRNA	miRNA
chr2:24847944-24863908−	mmu-miR-206-5p	mmu-miR-7038-3p	mmu-miR-145a-3p	mmu-miR-7084-3p	mmu-miR-8112
chr19:24346237-24360151−	mmu-miR-1903	mmu-miR-6982-5p	mmu-miR-6387	mmu-miR-107-5p	mmu-miR-3068-5p
chr17:24607437-24619570−	mmu-miR-6998-5p	mmu-miR-1906	mmu-miR-7001-5p	mmu-miR-214-3p	mmu-miR-7222-3p
chr11:86532772-86535460−	mmu-miR-29a-5p	mmu-miR-5623-3p	mmu-miR-6395	mmu-miR-328-3p	mmu-miR-16-1-3p
chr2:71875406-71880110+	mmu-miR-29a-5p	mmu-miR-6937-5p	mmu-miR-192-3p	mmu-miR-7075-5p	mmu-miR-494-3p
chr12:40124567-40128035−	mmu-miR-127-5p	mmu-miR-3095-5p	mmu-miR-6973b-3p	mmu-miR-6365	mmu-miR-7236-3p
chr8:82068932-82071835+	mmu-miR-7092-3p	mmu-miR-7090-3p	mmu-miR-761	mmu-miR-6934-5p	mmu-miR-3966
chr8:117555975-117558116+	mmu-miR-6918-5p	mmu-miR-7014-5p	mmu-miR-3079-5p	mmu-miR-212-5p	mmu-miR-432
chr11:108012627-108014381−	mmu-miR-1903	mmu-miR-7065-3p	mmu-miR-7215-3p	mmu-miR-7009-5p	mmu-miR-3074-2-3p
chr3:135655500-135669339−	mmu-miR-145a-5p	mmu-miR-34a-5p	mmu-miR-216a-3p	mmu-miR-6964-3p	mmu-miR-3066-5p

## Data Availability

The data used to support the findings of this study are included within the article and the supplementary information files. The sequencing data have been uploaded to the Gene Expression Omnibus (GEO) database (GEO ID: GSE133665).

## Supplementary Materials

Supplementary Materials Table S1: the primers used in the present study. Table S2: circRNA expression profiling identified in the plasma exosomes of three groups. 

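Table S2 lists each circRNA with its junction reads, its position, its strand, its host gene and its type. Exonic circRNAs consist of exons, intronic ones lie within an intron, and sense overlapping ones overlap a gene on the same strand without matching its exons. The normalized column holds log2 values, in which a circRNA without reads carries a fixed low value, so a large log2 difference in this table mostly marks a circRNA read in 1 library and not in the other.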

Table S3: upregulated and downregulated differentially expressed circRNAs among three groups. Table S4: pathways related with upregulated and downregulated host linear transcripts among three groups. Table S5: each circRNA and its potential complementary binding miRNAs. Figure S1: plasma exosomes confirmed by western blotting (A), transmission electron microscopy (B), and NTA (C). Figure S1A shows that exosome-enriched markers CD9, TSG101, and CD63 were abundant in plasma exosomes and that no calnexin was observed. Transmission electron microscopy confirmed the shape and morphology of the isolated exosomes. Through NTA, we obtained the total exosome particle number (particles per ml). The average exosome number was 8.8 × 108 ml. The vesicle size in the sample was mainly distributed in the range of 70–200 nm, which accorded with the size range of exosomes. The particle size range of 91.6% was about 152.8 nm. Figure S2 shows the gene ontology (GO) annotation of downregulated host linear transcripts among three groups. Figure S3 shows the gene ontology (GO) annotation of upregulated host linear transcripts among three groups.

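Table S3 holds a sheet for each direction of the 3 comparisons. Its sheets for model against normal list 302 circRNAs as lower and 261 as higher in the paper's values, and those for model + EA against model list 432 as lower and 131 as higher. A pair of sheets therefore covers every circRNA of the deposited table, including those with reads in neither library of a comparison. All circRNAs called here by the 2-fold rule were in the matching sheet. This was fixed in advance, since the calls use the same counts and factors and the sheets leave out no circRNA. For example, the 127 called higher and the 146 called lower for model + EA against model were all on the sheets of the same direction.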

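Table S4 tests for each pathway whether hosts of changed circRNAs are more frequent among its genes than among all annotated genes, by a hypergeometric test with a false discovery rate. Each entry gives the hosts found in the pathway, the size of the pathway and both p-values. The sheet of hosts lower in the model than in the normal library is led by the cell cycle, with 8 hosts and a false discovery rate of 0.0315 in the paper's values. A background of all annotated genes differs from the genes that could give a circRNA in plasma exosomes, and no enrichment was recomputed here.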

How the deposited data were processed for this re-analysis (not part of the article)

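The data are junction reads of circRNAs in plasma exosomes of normal, model and model + EA mice, with 1 library for each of the 3 groups. Exosomal RNA was depleted of rRNA, made into stranded libraries and sequenced in paired-end mode on an Illumina instrument. The authors trimmed reads with cutadapt 1.9.3, aligned them with STAR 2.5.1b, identified circRNAs with DCC and annotated them with circBase. The deposited table holds 1 row per circRNA, with its position on mm10, host gene, type and predicted length, the authors' count of junction reads for each library and a log2 normalized value for each library. The columns were checked against each other: the counts are whole numbers, and each log2 value deposited by the authors is the log2 of the count times 1 factor per library, with 0.1 reads in place of 0. The factors are 1 for the normal, 1.28 for the model and 1.03 for the model + EA library, and what they were computed from is not given in the sources used here.

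GEO's sample titles and the paper's Table S3 assign the libraries to different groups. The groups follow Table S3, whose sheets hold the paper's comparisons, and the groups of the titles were run as an alternative.

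Junction reads added up to 2913 in the normal, 4125 in the model and 4372 in the model + EA library. A count of 0 was taken to allow up to 3 reads, about its upper 95% limit, which is 0.103%, 0.0727% and 0.0686% of these totals. Shares carry exact (Clopper-Pearson) 95% intervals, and ratios carry exact 95% intervals from the split of the reads of both libraries. Both cover counting error only. Against a library with 0 reads the fold is an approximate lower bound against 3 reads, with the reads of the other library taken as exact. With 1 to 3 reads the ratio is given with its interval, and no fold is given where both libraries are at or under 3 reads.

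Counts were scaled by the authors' factors, and circRNAs were called higher or lower at 2-fold, the rule of the paper's methods. With 1 library per group there is no test across samples and there are no p-values, since a test needs the spread between mice of a group. For host gene lists, the median log2 ratio of the list's circRNAs was placed among those of 10000 random lists of the same size matched on mean reads, for lists with at least 5 circRNAs. No percentile is given where the median rests on a circRNA with 0 reads in both libraries. These percentiles describe these libraries only. The random lists draw circRNAs without regard to host, so a list with several circRNAs of 1 host can stand at too extreme a percentile.

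The circRNAs named in the text were chosen by a rule written before the data were examined: those of Table 3, Tables 8 and 9 and Figure 6 that match by position or identifier, those of the hosts named for thyroid hormone and phosphatidylinositol signaling and for qRT-PCR, the 5 with the most reads in each library, those found in all 3 libraries, hosts with at least 4 circRNAs, and members of the host gene lists, which include the hosts that Tables 6 and 7 name. Names outside this rule are marked where they appear. The comparisons, the 13 alternatives and the lists were also set before the data were examined, but the paper's Tables S2 and S3, which hold values of the same libraries, had been seen by then. The lists cover cell cycle and mitosis, chromatin and histone modifiers, hosts of abundant circRNAs, thyroid hormone signaling, phosphatidylinositol signaling, insulin, PI3K and mTOR signaling, and markers of erythroid cells, platelets, B cells, T and NK cells, myeloid cells, hepatocytes, pancreatic islets, pancreatic acinar cells, adipocytes, muscle and endothelium. The rule that picks a circRNA for each qRT-PCR primer pair, the most reads among those that hold both primers, was chosen after the values were seen.

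circRNAs of Tables 3, 8 and 9 and of Figure 6 were matched by identifier or position, those for qRT-PCR by primer position, and members of the host gene lists by host symbol. Exon numbers and UTRs come from GENCODE M21 on the same assembly, and primers were placed on it by exact sequence. The alternatives put 0.5 or 3 reads in place of 0, left counts unscaled, scaled them by total junction reads or by the TMM factors of edgeR, required at least 10 or 20 reads in the higher library, used 4-fold or an exact interval beyond 2-fold, merged circRNAs within 10 nt, summed the reads of each host, kept only circRNAs with an identifier from an earlier database, or took the groups from GEO's titles. A further one, added after the data were seen, left the hosts that the paper names for its pathways and for qRT-PCR out of the lists, since the paper chose them on these libraries. The random lists could still draw circRNAs of these hosts.

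The calls and intervals were tested on simulated data with 200 of 563 circRNAs changed by known folds, and the list percentiles on random and shifted lists of simulated log2 ratios. The exact interval covered the simulated ratio for 98.0% of the circRNAs in model + EA against model, 98.2% in model against normal and 98.0% in model + EA against normal. Computation used Python 3.11.15 with pandas 2.3.3, numpy 2.4.6, scipy 1.17.1, matplotlib 3.10.9 and Biopython 1.88, and R 4.3.3 with edgeR 4.0.16. Gene Ontology terms, miRNA predictions, blood glucose, histology and qRT-PCR values were not analysed here, apart from the directions and bar heights of Figure 7.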

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

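Of the tests in this part, those of depth, of few starting molecules and of RNA from erythroid cells were chosen only after the results were seen. The patterns themselves were picked from the counts, so they were found and tested on the same data. Since the libraries of this series are single, a biological difference between the groups stays an open and untested explanation throughout.

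Few circRNAs were shared: 11 of the 563 were found in all 3 libraries and 43 in at least 2. With each junction read drawn independently from 1 common pool of these circRNAs, at least 512 were found in 2 or more libraries (the lowest of 1000 draws). Counting error of independent reads at these depths alone is therefore argued against. The draws do not test the sampling of few starting molecules that are copied many times. The share of detected circRNAs with 1 to 3 reads had an upper interval end of at most 9.09% in the model and model + EA libraries and a lower end of 16.0% in the normal library. This is consistent with few starting molecules that were each copied and read many times in the model and model + EA libraries, a candidate explanation that counts without molecular identifiers leave open. Differences in the amount of exosomal RNA per library were not analysed here.

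The normal library held 280 circRNAs that neither other library had and 320 in all. It had the fewest junction reads of the 3 (2913, against 4125 in the model and 4372 in the model + EA library, which held 157 and 140 circRNAs), so a greater depth in junction reads is argued against. These numbers had been seen when the test was chosen. By GEO's titles this library is the model + EA library, and which group the larger number belongs to therefore rests on the label.

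Of 29 circRNAs from 20 hosts of the cell cycle and mitosis list, 26 were found in the normal library. Lists matched on mean reads had a median of 19 there (middle 95% from 14 to 23) and the observed number stood at percentile 99.965, which argues against low read counts as the cause. Against lists matched on the span of the host gene it stood at percentile 99.995, which argues against gene length. Dividing erythroid precursors express these genes, and RNA of erythroid cells may be a source: 71.4% of the circRNAs of erythroid markers were found in the normal library (exact interval 29.0% to 96.3%), against 89.7% of the cell cycle circRNAs. Of the 7 erythroid circRNAs, 2 are junctions between 2 globin genes that need not be circles, and without them 3 of 5 were found there (60.0%, 14.7% to 94.7%). Of all 563 circRNAs, 320 were found in the normal library. With so few erythroid circRNAs, their share cannot be told apart from that of the cell cycle list or from that of all circRNAs.

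Outside the circRNAs and hosts that the paper names, no circRNA had more reads in the normal library than that of Stam (29 reads). In the model library none had more than that of Rnf169 (51 reads), which was also found in the normal (17 reads) and model + EA libraries (39 reads). In the model + EA library none had more than that of Ccdc171 (49 reads).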

How the results depend on the processing

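Of the counts and shares recomputed under the alternatives, 91 stayed within 1.5 times (shares within their interval) and 26 did not. Of the log2 ratios of named circRNAs between model + EA and model, 100 stayed within their counting interval, 12 turned direction and 1 moved without turning (Med12l -5.75, with the groups of GEO's titles). For most of these circRNAs 1 library had 0 reads, which leaves the interval without an outer end. Staying within it therefore does not show a stable size: with 3 reads in place of 0, the Ezh2 value went from 9.53 to 4.62. Scaling (none, total reads or TMM) and the 4-fold rule moved no count beyond 1.5 times. The cause was not tested except where the alternative itself keeps fewer circRNAs.

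Groups by GEO's titles gave 421 changed circRNAs for model + EA against model, 273 for model against normal and 313 against both, 302 higher and 152 lower in model + EA than in normal (130 and 291 with the groups of Table S3), 9 that were lower in the model and higher after EA, 1 changed circRNA of the phosphatidylinositol hosts (higher, against the listed direction), 0 of Table 3 in the listed direction, and 76.9% exonic among the reversed circRNAs. The log2 ratios of model + EA to model that turned were all under this grouping: Btaf1 -1.82, Cep128 -3.02, Pde5a -3.22, Zwilch -1.76, Ncoa2 -7.96, Slc16a10 -9.69, Med13 -8.37, Med13l -2.05, Pik3cb -8.99, Tlk1 7.52, and Ezh2 -0.75 and Tulp4 -0.70, both within 2-fold, where values of 7 or more in size stand against 0 reads and depend on the 0.1 reads put in place of 0.

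Keeping only circRNAs with an earlier identifier gave 175, 279 and 253 changed circRNAs for model + EA against model, model against normal and model + EA against normal, 86 against both and 93 higher in the model and lower after EA. With 3 reads in place of 0, 126 circRNAs were higher and 168 lower in the model + EA than in the normal library. The same setting gave 288 changed between model and normal (140 higher and 148 lower) and 7 lower in the model and higher after EA. With at least 10 reads these were 236 (132 higher and 104 lower) and 5, and 221 changed between model + EA and normal (119 higher and 102 lower). With at least 20 reads, 121 changed between model and normal (99 higher and 22 lower) and 123 between model + EA and normal (102 higher and 21 lower), 2 were lower in the model and higher after EA, and 92 were the reverse. The exact interval gave 203, 214 and 3 for model against normal, model + EA against normal and lower then higher. Lower circRNAs thus outnumber higher ones against normal by the 2-fold rule, and higher ones outnumber lower ones with at least 10 reads, at least 20 reads or the exact interval (130 higher and 73 lower in the model, 113 and 101 in model + EA). Summing reads over hosts gave 69 hosts shared by at least 2 libraries. With the hosts that the paper names left out of the host gene lists, a choice added after the data were seen, 2 list percentiles lay outside the middle 95% of matched lists, both of the cell cycle list, against 14 with them, where lists made up of these hosts count as well. The floor of 3 reads limits the normal library most, where 206 of 320 circRNAs had fewer than 10 reads.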

Differences from the paper's values

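The paper counts 56 pathways for the hosts affected by EA, and its Table S4 lists 35 for model + EA against model (12 for higher and 23 for lower circRNAs). It lists 41 for higher and 16 for lower circRNAs of model against normal, and 47 and 16 for model + EA against normal. None of the alternatives set before the data were examined changes a count of the paper's own table.

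In Figure 7(a), the RNA-seq bars of model + EA against model were read by eye, and the values here are log2 lower bounds in size against 3 reads. The paper's value for Pwwp2a is about -1.4 and the value here -3.80. Further pairs, with the paper's first, are about 0.8 and 3.61 for Pde5a, about 0.05 and 4.62 for Ezh2, about 0.1 and -5.75 for Tlk1, about 1.5 and 3.20 for Btaf1, and about -0.8 and -3.85 for Hipk2. The pairs are about 1.7 and 3.67 for Cep128, about -1.3 and -4.11 for Strn3, about -0.6 and -4.21 for Prrc2b and about 2.5 and 4.07 for Zwilch in Fig. 7(a). For Tulp4 the paper's value is about 1.3 and the bound here 1.57, which does not count as a difference. The sign of the paper's RNA-seq bar is the sign here for 11 of 12 circRNAs, and the sign of its qRT-PCR bar for 12 of 12.

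In Figure 7(b), which shows model + EA against normal, the paper's RNA-seq bars read by eye are about -1.2 for Pde5a (3.22 here), about -1.5 for Ezh2 (0.75 here), about 1.1 for Tlk1 (-2.61 here, a bound), and about -1.5 for Btaf1 (1.82 here). They are about -1.3 for Cep128 (3.02 here), about -2.4 for Zwilch (1.76 here) and about -1.0 for Tulp4 (0.70 here) in Fig. 7(b). The sign differs for all 8 circRNAs with a fold, while the bars' signs are those of model against normal here for 12 of 12. The sign of the paper's qRT-PCR bar is the sign here for 4 of 8.

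Of the alternatives set before the data were examined, 7 were run on these bars. They were 0.5 or 3 reads in place of 0, counts without scaling or scaled by total reads, at least 10 reads, merged circRNAs and groups by GEO's titles. All leave each of these differences for which they give a value. A different sign counted as a difference even where the paper's value lay within the counting interval. TMM scaling was not run on these bars. Its lower factor for the model + EA library (0.487, against the authors' 1.03) would lower the values of Fig. 7(b). The groups by GEO's titles give none in Fig. 7(a) for Pwwp2a, Hipk2, Strn3 and Prrc2b, which have 0 reads in both libraries.

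Tables 6 and 7 state a false discovery rate below the paper's threshold for each pathway, whereas for model + EA against model no pathway of the paper's Table S4 is below it: thyroid hormone signaling has 0.108 among higher circRNAs and the lowest among lower ones is 0.0672, for phagocytosis by Fcγ receptors. For model + EA against normal, the same table gives thyroid hormone signaling 0.000975 among higher circRNAs, with 7 hosts. The folds that Table 3 gives for its lower circRNAs equal those of model against normal. Table 3 leaves out the circRNA of Tlk1, whose fold between model and model + EA is larger than that of any circRNA listed as lower. It also leaves out that of Ikzf1, whose fold is larger than that of each circRNA listed as lower except Rad52. Both had reads in the normal library, so their folds of model against normal are below every fold listed as lower. Ranking by that comparison accounts for the omission.

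The text defines a differentially expressed circRNA as changed in model + EA against both other groups, which gives 133 here, while its count of 165 is obtained from circRNAs that differ in opposite directions between model and normal and between model + EA and model. The paper also speaks of 165 host transcripts, whereas these 165 circRNAs come from 152 host genes. GEO's titles and the paper's Table S3 differ in the group of every library. With the groups of the titles, the sign of the paper's qRT-PCR bar is the sign of the counts for 0 of the 8 circRNAs with a value in Fig. 7(a) and for 4 of 12 in Fig. 7(b), against 12 of 12 and 4 of 8 with those of Table S3. Which assignment is right stays open.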

Other observations

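Hosts of insulin, PI3K and mTOR signaling gave 9 circRNAs, of which 1 was found in the normal, 6 in the model and 6 in the model + EA library. The circRNA of Tbc1d1, which controls the insulin-dependent movement of glucose transporters, had 23 reads in the model, 30 in the model + EA and 0 in the normal library, at least 9.78-fold and 10.3-fold higher than there. Gab1, an adaptor of receptor kinases, had 34 reads in the model + EA library alone. Of the list, 5 circRNAs were higher and none lower in the model + EA than in the normal library, and 3 were higher and 4 lower than in the model library. Only 3 of the 9 come from hosts that the paper does not name for its pathways, too few to set against matched lists.

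Markers of blood cells were found at low numbers. The erythroid list gave 7 circRNAs (5 in the normal, 3 in the model and 3 in the model + EA library), among them Slc25a37, the mitochondrial iron importer (21 reads in the normal library), Hemgn (11 reads in the model library) and a junction within Hbb-bs (43 reads in the model + EA library). Of these, 2 were higher and 3 lower in the model than in the normal library, and 2 higher and 3 lower in the model + EA than in the normal library. In both comparisons 1 of the 2 higher is the junction at Hba-a1, with 1 read in the normal and 2 in each other library. It is 1 of 2 junctions between globin genes that were found in every library and need not be circles. The platelet list gave 3, including Gp6, the collagen receptor of platelets, with 37 reads in the model library alone, and 2 of Pde5a, which the study also tested by qRT-PCR. T and NK cell markers gave 4, from Ikzf1, Fyb and Ptpn22 (27 reads in the model library), and B cell markers 1, from Aff3 (28 reads in the model library). Muscle markers gave 1 (Slc8a1, 29 reads in the model library) and adipocyte markers 1 (Acaca). Markers of hepatocytes, pancreatic islets, pancreatic acinar cells, myeloid cells and endothelium gave 0 circRNAs.

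A hypothesis on the globin junctions, reads shared between paralogous globin genes, was tested after these were seen in all 3 libraries. Its prediction was set when the positions of the ends were known and before the sequences were compared. The junctions on chromosome 11 from 32284263 to 32296945 (1, 2 and 2 reads in the normal, model and model + EA libraries) and on chromosome 7 from 103813439 to 103826793 (3, 4 and 5 reads) join exon 2 of Hba-a2 to exon 3 of Hba-a1 and exon 2 of Hbb-bt to exon 3 of Hbb-bs. The joined places lie at most 1 nt apart when the transcripts of each pair are aligned, and 50 of 50 nt around the ends are identical between the genes. These junctions may therefore be ordinary exon joins of linear globin RNA placed across neighboring copies of the gene, rather than circles.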
